# Transdifferentiation from cornea to lens in *Xenopus laevis *depends on BMP signalling and involves upregulation of Wnt signalling

**DOI:** 10.1186/1471-213X-11-54

**Published:** 2011-09-06

**Authors:** Robert C Day, Caroline W Beck

## Abstract

**Background:**

Surgical removal of the lens from larval *Xenopus laevis *results in a rapid transdifferention of central corneal cells to form a new lens. The trigger for this process is understood to be an induction event arising from the unprecedented exposure of the cornea to the vitreous humour that occurs following lens removal. The molecular identity of this trigger is unknown.

**Results:**

Here, we have used a functional transgenic approach to show that BMP signalling is required for lens regeneration and a microarray approach to identify genes that are upregulated specifically during this process. Analysis of the array data strongly implicates Wnt signalling and the Pitx family of transcription factors in the process of cornea to lens transdifferentiation. Our analysis also captured several genes associated with congenital cataract in humans. Pluripotency genes, in contrast, were not upregulated, supporting the idea that corneal cells transdifferentiate without returning to a stem cell state. Several genes from the array were expressed in the forming lens during embryogenesis. One of these, *Nipsnap1*, is a known direct target of BMP signalling.

**Conclusions:**

Our results strongly implicate the developmental Wnt and BMP signalling pathways in the process of cornea to lens transdifferentiation (CLT) in *Xenopus*, and suggest direct transdifferentiation between these two anterior eye tissues.

## Background

Urodele amphibians, for example the axolotl, are well known for their incredible ability to regenerate appendages, such as the limb. However, axolotls are unable to regenerate the lens of the eye following its removal (lentectomy). In contrast, the anuran amphibian *Xenopus laevis*, in which limb regeneration is subject to an ontogenic decline leading up to metamorphosis, is able to regenerate a new lens from the overlying central corneal cells (for review see [1,2]). This process was first described by Freeman in 1963, and involves a transdifferentiation of one cell type (corneal epithelium) to another (lens) [3]. It differs from the better-known Wolffian regeneration in adult newts, where a new lens is formed from cells of the pigmented dorsal iris epithelium and is known as cornea to lens transdifferentiation, or CLT [2].

The trigger for CLT *in vivo *is exposure of the outer corneal cells to an unidentified factor present in the vitreous of the eye, most likely originating from the neural retina [4,5]. *In vitro*, epithelial cells from any location within the lentogenic area, a region extending twice the diameter of the eye [3] can respond to the vitreous factor and initiate CLT, whereas cells outside this region are refractory to the trigger [6-8]. The limitation of lens forming ability to the lentogenic area correlates with *Pax6 *expression, and ectopic *Pax6 *in flank epidermis can confer competence to undergo CLT [9]. As with other cases of regeneration in *Xenopus*, there is an ontogenic decline in the ability to initiate CLT *in vivo *[3], however, this is thought to arise due to a mechanical barrier formed by the healing of the inner cornea rather than a loss of competence [10]. Interestingly, the close relative *Xenopus tropicalis*, which exhibits more rapid healing of the inner cornea following lentectomy, fails to initiate CLT *in vivo *although reciprocal transplants show that the central corneal cells of *X. tropicalis *can respond to the vitreous factor [11].

Fifty years on from the discovery of CLT, we still know little of the molecular mechanisms that drive the process. While it is generally believed that transdifferentiation occurs directly and not via proliferation of stem cells [12], a direct demonstration of this is lacking. Jon Henry and colleagues have shown that several transcription factors known to be fundamental to lens development are re-expressed during the process of CLT (Pax6, Prox1, Otx2 and Sox3), suggesting that similar regulation of gene expression drives differentiation during both development and regeneration of the lens [13,14]. Previous EST analysis of corneal cells undergoing CLT has identified several hundred transcripts from a library constructed from corneal tissue at 1-4 days after lens removal [14,15].

Despite the identification of multiple candidate pathways from these expression studies, functional analysis of potential transdifferentiation factors has so far been lacking. A single *in vitro *study demonstrated the ability of acidic fibroblast growth factor (aFGF) to induce lens fibre formation in cultured outer corneas, although morphological organisation of the fibres does not occur [16]. In the current study, we have used a transgenic line of *Xenopus laevis *to reveal a need for functional BMP signalling during the process of CLT along with a microarray strategy to identify genes and pathways that are likely to be specifically involved in the process of transdifferentiation. The microarray strategy differs from previous library based approaches in that we can specifically compare expression in wounded, non-regenerating corneas to that in corneal tissue undergoing CLT, with the aim of identifying genes associated with the regenerative process. Analysis of this microarray data indicates an important role for wingless/int1 (Wnt) pathway signalling in CLT and suggests that, as with tail and limb regeneration in *Xenopus *[17-19], several morphogens may be acting to trigger the regenerative process of CLT. We have identified several new candidates for CLT, some of which are also involved in lens formation during development, and many of which are associated with lens pathology, particularly cataract development.

## Results

### Lens regeneration is dependent on BMP signalling

We have previously shown that overexpression of *Noggin*, an inhibitor of BMP signalling, can prevent regeneration of tails and limbs in *Xenopus *tadpoles [17,20]. The stable transgenic line, N1 contains a single insertion of the double transgene *Hsp70:Noggin;γ-Crystallin:GFP*. The eyes of N1 tadpoles are marked by green fluorescent protein (GFP), which accumulates in the inner lens cells regardless of the temperature at which the animals are kept (Figure 1A). When the GFP expressing lens is surgically removed and the cornea replaced, no green fluorescence can be detected. If lentectomised N1 tadpoles are raised at 24°C, GFP is first detected after 3-5 days, indicating that CLT is underway and new lens cells are expressing *γ-Crystallin *(Figure 1B). In our hands, CLT occurs in 60-70% of cases, and after two weeks, the new lens is morphologically indistinguishable from the original. However, if the N1 tadpoles are subjected to heat shock, by placing in water at 34°C for 30 minutes each day, CLT usually fails, and no new expression of GFP is detected, suggesting that BMP signalling must be active for transdifferentiation to occur (Figure 1B). The process of heat shocking itself did not adversely affect the regenerative potential of wild type sibling eyes or those carrying a γ-cry-RFP transgene (C.B. unpublished observations).

**Figure 1:**
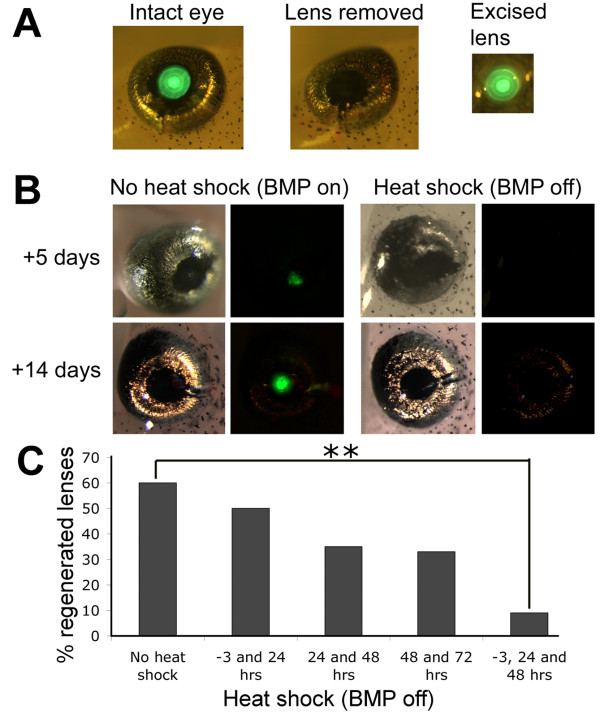
**BMP signalling is required for lens regeneration**. A) Lentectomy of N1 transgenic tadpoles at stage 50. These tadpoles carry the *Hsp70:Noggin; γ-Crystallin:GFP *transgene and express GFP in the central lens cells, but not the outermost lens epithelial cells. Removal of the lens can be visualised by the lack of GFP in the lentectomised eye. B) Heat shock initiates expression of the BMP inhibitor noggin, attenuating BMP signalling. In around 60-70% of non heat shocked, lentectomised eyes, regeneration of the lens from the overlying cornea occurs and GFP can be seen after 3-5 days and a new lens is formed after 14 days. When the tadpoles are subjected to heat shock, no GFP is expressed and no lens regenerated. Bright field views are to the left with corresponding fluorescent views adjacent. C) Graph showing the effect of heat shock activation of Noggin on lens regeneration as determined by the presence of any detectable GFP in the eye 10 days after lentectomy. ** indicates p < 0.001. (Chi squared analysis).

We have previously shown that each daily heat shock generates a burst of *Noggin *expression that is detectable for a day or two, but declines[20]. Heat shocks were applied at different times during post lentectomy recovery (Figure 1C). Heat shock at -3, +24 and +48 hours, relative to surgical removal of the lens, resulted in only 9% of eyes regenerating detectable GFP positive lens cells (n = 56), compared to non heat shocked transgenics of which 60% regenerated lens cells (n = 60). This difference was found to be highly significant by chi squared analysis (p < 0.001). Tadpoles heat shocked twice, at either 24 and 48 hours or 48 and 72 hours, regenerated lens in 35% (n = 23) and 33% (n = 15) of cases respectively, and chi squared analysis compared to unheatshocked controls showed that this was close to significant (p = 0.06 and 0.09 respectively). Heat shock of tadpoles at -3 and 24 hours resulted in 50% regeneration (n = 10), suggesting that BMP signalling needs to be sustained to inhibit lens regeneration fully. To investigate this further, we sectioned lentectomised eyes one, three, five and ten days after lentectomy and compared the histology of heat shocked N1 tadpoles to that or similarly treated WT sibling animals. Heat shocks were applied before lentectomy and for the first two days afterwards (unless fixed at day 1) (Figure 2). Freeman described five distinct phases of CLT in *Xenopus laevis *based on histological analysis [3]. At stage 1 (1-2 days after lentectomy), cells of the inner layer of the outer cornea have undergone a change from squamous to cuboidal epithelium. In both N1 and WT eyes one day after lentectomy, corresponding to stage 1, the vitreous appeared collapsed and the cornea very thickened (compare Figure 2A and 2E to 2H), with no obvious differences between the transgenic and WT eyes. Cuboidal cells were consistently visible in both cases (Figure 2A and 2E insets), suggesting that this initial stage of CLT does not depend on BMP signalling. Indeed, Freeman observed that this stage occurs on wounding of the cornea even if the lens is not subsequently removed [3]. We observed a slightly thicker eosin stained extracellular matrix in some, but not all, N1 samples. In later stages, though, a clear difference in the histology of the WT and N1 eyes was observed. In N1 tadpoles, in which BMP signalling is attenuated, the cells of the thickened cornea appear to become hypertrophic (Figure 2B, C). By ten days the cornea has thinned to its original state, with the cells once again appearing squamous, and the vitreous has partially reinflated despite the lack of a lens (Figure 2D). Of 8 ten day samples sectioned, one showed regeneration of a small lentoid.

**Figure 2:**
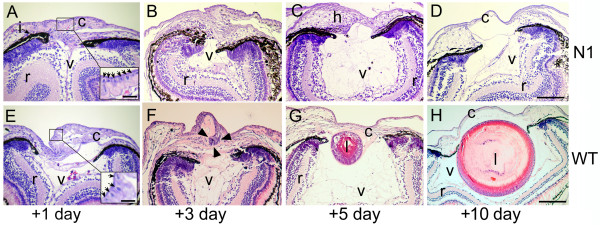
**Histology of WT and BMP inhibited (N1) tadpole eyes following lentectomy**. (A-D) Representative histological sections through the eyes of transgenic N1 tadpoles 1, 3, 5 and 7 days after lentectomy. Inset in A shows arrows pointing to columnar corneal cells (E-H) Representative sections of wild type eyes at 1, 3, 5 and 7 days after lentectomy. Inset in E indicates columnar corneal cells (arrows). Arrowheads in F indicate the forming lentoid moving into the vitreous. Both transgenic and wild type eyes were subjected to heat shock at -3, 24 and 48 hours relative to lentectomy. Abbreviations: c, cornea; h, hypertrophic cells; i, iris (pigmented epithelium); l, lens; r, retina; v, vitreous. Scale bars in D and H corresponds to 50 μm and applies to all panels. Inset scale bar in A and E corresponds to 10 μm.

In WT eyes fixed three days post lentectomy, in 5/10 samples, the transdifferenting cornea had reached early Freeman stage 3, and a cluster of aggregated cells is beginning to invade the vitreous (Figure 2F). A further 2/10 had reached mid to late Freeman stage 3 and no CLT was observed in the remaining 3 samples. At this stage the connection to the cornea is very clear. By five days, the aggregate has detached from the cornea and become a lens vesicle and primary lens fibres have begun to form (Figure 2G, Freeman stage 4). By ten days, primary and secondary lens fibres have formed and the lens appears essentially complete (Figure 2H, Freeman stage 5). The cornea has returned to its original state and is once more composed of squamous epithelial cells.

### Microarray analysis of CLT I: Pattern matching based on crystallin expression (CRY list)

Microarray samples were prepared as shown in Figure 3A. Nine Affymetrix *Xenopus laevis *GeneChips were probed with triplicate biological replicates prepared either from stage 50 lens (L), corneas undergoing CLT (expected to be predominantly at early Freeman stage 3) (R) and sham operated corneas undergoing healing (S). 

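Lens and cornea differed far more than the corneas of the 2 operations did. Across probesets, the median correlation of log2 intensity between an L and an S array was 0.687, and between an R and an S array it was 0.953. Within groups it was 0.964 for L, 0.937 for R and 0.988 for S, so that R arrays resembled S arrays as closely as they resembled each other. The 9 arrays were L1 to L3, R1 to R3, and S1, S3 and S4, each from 1 pool of stage 50 tissue, with R and S taken 3 days after surgery. By the paper's Figure 3 legend the L lenses came from the tadpoles whose corneas were later taken for R. RNA was amplified with the NuGEN Ovation system before hybridisation. The deposited values are probeset intensities that the authors normalised with RMA in GenePattern, and they are linear, from 0.309 to 2230.2. A total of 135 control probesets were left out, and the other 15476 were taken to log2. Of these, 9296 carried 1 gene symbol. The groups were compared in 1 limma fit of all 9 arrays, two-sided, with p values adjusted by the Benjamini-Hochberg method over all 15476 probesets. S4 lay close to the mean of S1 and S3, with a variance ratio of 0.121 where errors independent across probesets give 0.25 or more. The 5th percentile of the arrays lay between 0.984 and 1.06, and a log2 difference from a group mean below that has no exact size. The sample labels give 5 lenses or 7 to 8 corneas per pool, and the paper gives 8 to 10. The p values measure only the spread between these pools, and 3 arrays per group limit the precision.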

The normalised data were first sorted by performing pattern matching using TIGR-MEV with the instruction that R (mean) is greater than any of the three S replicates. Thus, the average intensity for a particular probeset from three biological replicate samples of CLT tissue should be statistically higher than for any of the sham operated controls, in which wound healing but not CLT is occurring. 

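In corneas undergoing CLT, 75 probesets were higher and 99 were lower than in sham operated corneas, of 15476 tested (adjusted p under 0.05 from limma, with 2239 at an unadjusted p under 0.05). Among those with 1 gene symbol, a rise was seen in kdm3a, which encodes a histone demethylase, by 2.84 on the log2 scale (adjusted p = 0.00458), in pik3c2a, a lipid kinase gene, by 2.68 (adjusted p = 0.000506), in a2m, which encodes a protease inhibitor, by 2.63 (adjusted p = 0.0163), and in MGC68450 by 3.69 (adjusted p = 0.00383). Among the lower probesets, the intensity of egr1, an immediate early transcription factor, was 27.3 ± 4.95 in R and 277 ± 61.5 in S (SD, n = 3), which is a log2 difference of -3.34 (SE 0.31, adjusted p = 0.0016). The cholesterol hydroxylase gene ch25h fell from 12.1 ± 1.54 in S to 0.907 ± 0.108 in R (adjusted p = 3.88e-05), which is below the 5th percentile of the arrays and leaves the fall without an exact size. The transcriptional repressor gene hes4 fell by 3.24 (adjusted p = 0.000435), as did LOC397829 by 2.80 (adjusted p = 0.00421) and LOC100036845, from 7.60 to 0.934 (adjusted p = 0.0227), again below that level. The last did not pass with an offset of 8 (0.0888), with only the 2 groups fitted (0.0707) or without L1, R3, S3 or S4 (0.0529, 0.0528, 0.0557 and 0.113). Rom1, a photoreceptor disc gene, stood at 69.7, 288 and 7.16 in R1, R2 and R3 and at 0.574 ± 0.142 in S, below the 5th percentile of the S arrays. Its log2 difference of 6.54 (SE 1.10, adjusted p = 0.0267) therefore has no exact size, and with an offset of 8 it was 3.04 (adjusted p = 0.201). Of 20 listed photoreceptor genes, 13 were low in S with a mean above 4 in L or R, a filter that 1 high array can meet. These 13 were all highest in R2 among the R arrays. All 3 R values lay on one side of all 3 S values for 22.2% of probesets, where arrays of equal spread without a group difference would give 10%. The S arrays lay closer together than the R arrays (median within-group SD 0.181 and 0.289). Unequal spread raises that share by itself, so the excess over 10% does not measure a group difference. Single arrays moved the count of 174, which was 60 without S4, 79 without S1 and 297 without R2. With R2 and S4 both left out, which was chosen after the data were seen, it was 49. More probesets were higher than lower without R1 (123 and 106), R3 (111 and 87) or S3 (68 and 57). The call for rom1 was lost on leaving out L1, L2, R1, S1, S3 or S4 (adjusted p of 0.0613, 0.0569, 0.0559, 0.101, 0.0712 and 0.125), and that for a2m without S1 (0.0773) or S4 (0.0784). With only the 2 groups fitted neither passed (0.113 and 0.0912), and with an offset of 1 rom1 did not (0.0650).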

At the top of this list were several probesets representing members of the crystallin (Cry) family of structural lens proteins. However, between biological replicates, there was a pattern among the crystallins in the CLT replicates whereby R1 and R3 were consistently seen to have higher expression than R2. 

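The 11 crystallin probesets averaged an intensity of 15.9 in R1, 3.67 in R2 and 8.42 in R3. Their averages were 1.82, 1.17 and 1.35 in S1, S3 and S4, and 1169 ± 26.7 in the lens (SD, n = 3). R2 was the lowest R array for 10 of the 11. Among the crystallins the smallest p came from crygbl.4, a γ-crystallin gene, whose first probeset stood at 17.3 ± 4.80 in R (SD, n = 3; adjusted p = 5.71e-05 from limma, and 0.00139 with an offset of 8). In S its mean of 0.929 ± 0.181 lay below the 5th percentile of the arrays, so no fold is given. For crybb1.S, which encodes a β-crystallin of the lens fibre, the R arrays read 18.2, 1.41 and 4.38. On the log2 scale the average of the 11 was 1.98 higher in R than in S, with an exact permutation p of 0.1, two-sided, the smallest that 3 arrays against 3 allow. Of 6 measured genes of a lens crystallin list, which does not hold crygbl.4, none passed in limma over all probesets, and 4 were higher when adjusted over the list alone. As a set they were higher in R (camera, adjusted p = 0.0049, but adjusted p = 0.309 with an estimated correlation). The study chose these crystallins on the same arrays, so neither test is independent evidence.

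**Figure D1:**
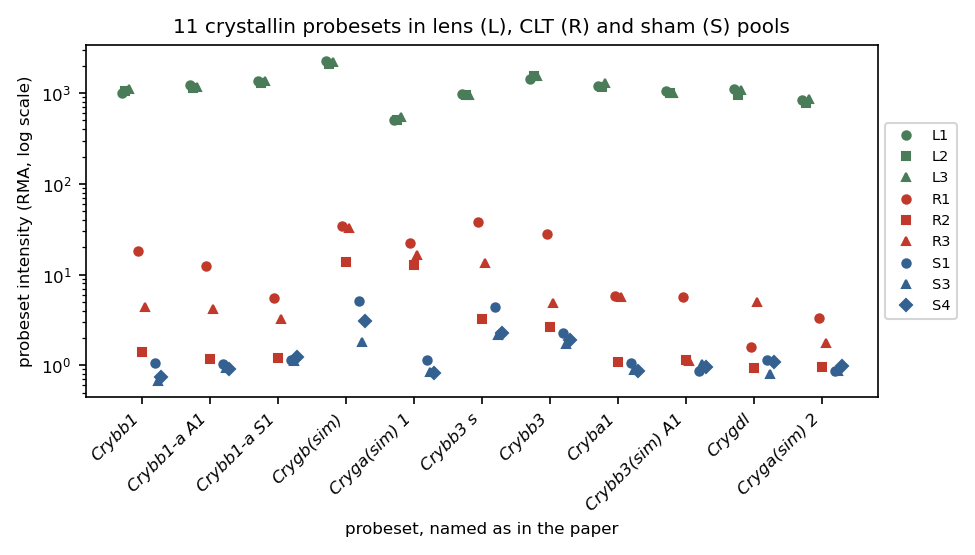
Intensity of 11 crystallin probesets in each lens (L), CLT (R) and sham (S) pool, on a log axis, 1 point per array. R2 is the lowest R array for 10 of the 11.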

We took this to be an indication that, in the pool of corneas that made up the R2 sample, CLT was either lagging behind or occurring in fewer of the corneas. We made an assumption that other genes being specifically switched on during CLT might follow the same pattern, and so we selected 11 probesets representing seven different UniGene sets of crystallins, and averaged the intensities for each sample (Figure 3B). These average intensities were then used with TIGR-MEV pattern matching software to search for similar patterns across the 9 samples. 

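Lens and sham operated cornea differed in 8271 probesets, with 3539 higher and 4732 lower in the lens. With quantile normalisation the balance turned (4115 higher and 3561 lower), and with a filter on low values it was 1436 and 3892. The 10 probesets with 1 symbol furthest below sham cornea were those of the adhesion molecule gene epcam, the keratin gene krt7, the tight junction genes cldn1 and cldn7, the collagen gene col1a2, anxa1, b2m, ppp1r13l, XB5863530 and XB5953580. Their log2 differences ran from -8.18 to -7.19, and their order cannot be read, since the lens means, from 0.527 to 4.22, were near the lowest of the array. Against CLT corneas, 2881 probesets were higher and 4674 lower in the lens, with log2 differences of -7.11 for tgfbi, a corneal matrix protein gene, -6.96 for the collagen gene col18a1, 8.03 for the β-crystallin gene crybb2 and 9.15 for MGC84384. Cornea and epidermis markers were lower in lens than in sham cornea in 19 of 21 measured genes (camera, adjusted p = 7.61e-09, and adjusted p = 0.0196 with an estimated correlation). Of the probesets higher in CLT corneas, 45 were also higher in the lens, where independent lists would share 17.2. Of those lower in CLT corneas, 90 were also lower in the lens, against 30.3. In opposite directions, 10 of the higher probesets were lower in the lens, against 22.9, and 2 of the lower ones higher, against 22.6. In 20 simulations of unchanged groups against shared S arrays the highest overlap in one direction was 0, a value that leaves out the real effects. Part of the excess over independent lists may come from the S arrays that both comparisons share. The paper's rule, applied to all probesets but the controls, gave 1614 matches. It keeps a probeset if the R mean stands above S1, S3 and S4 and if the 9 arrays follow the crystallin average, with p taken at 8 degrees of freedom. Most matches were lens genes, with 1444 higher in L than in S by limma, and 18 of the matches passed limma for R over S, with 294 at an unadjusted p under 0.05. All 3 R values exceeded all 3 S values in 591. R2, the lowest R array of the average, was the highest R array in 373 matches, R1 in 530 and R3 in 711.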

1642 statistically significant (p < 0.05) matches were obtained (CRY list). The top 50 ranked matches were manually annotated and are shown in the heat map in Figure 3C. The full CRY list can be found in additional file 1 (note this is not annotated fully).

**Figure 3:**
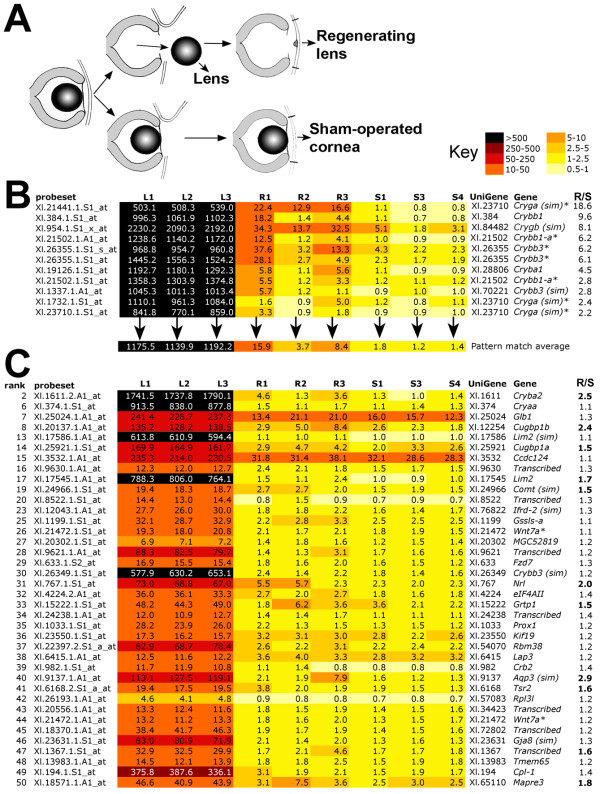
**Identification of genes that mimic expression of crystallins during CLT**. A) Strategy for identifying CLT specific genes by microarray. Lenses were removed from stage 50 tadpoles and used for RNA extraction of samples L1-3 (differentiated lens). The tadpoles that had undergone lentectomy were allowed to recover for three days before harvesting the cornea for samples R1-3 (regenerating). Finally, a second set of tadpoles were subjected to mock surgery, the cornea was cut, lifted and replaced as for lentectomy but the inner cornea and lens were left in situ. After 3 days corneas were recovered from these animals, generating samples S1, 3 and 4 (sham operated). B) Heatmap of Affymetrix array data showing that the pattern of crystallin expression varies among replicate R samples, with R2 consistently lower. An average expression was used to search for similar patterns in the data. C) Heatmap of top 50 significant matches to the crystallin pattern, excluding the crystallin genes used to generate the pattern average. R/S is the ratio of transcript expression in R1-3 vs. S1, 3 and 4 levels. Bold type in C indicates R > 1.5 × S.

Crystallins used in the pattern match are shown in Figure 3B. 

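Outside the 11 crystallins of the average, cryba2, which encodes a β-crystallin, had an intensity of 3.18 ± 1.67 in CLT corneas and 1.25 ± 0.261 in sham operated corneas (SD, n = 3). The log2 difference was 1.19 (SE 0.40, adjusted p = 0.221 from limma), and without R2 it was 1.73 (adjusted p = 0.0120). For cryaa, an α-crystallin and chaperone gene, the intensities were 1.44 ± 0.298 and 1.26 ± 0.125, a log2 difference of 0.17 (adjusted p = 0.718). The crybb3-like probeset, annotated crybb3.S, gave 0.28 (adjusted p = 0.606). In the lens these probesets stood at 1756, 876 and 620.4, so their match to the crystallin average rested on the lens arrays.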

Three further crystallin genes, *Cryba2, Cryaa *and a gene most similar to *Crybb3*, were detected by the match. 

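The homeobox gene prox1, which is needed for lens fibre elongation, had an intensity of 26.0 ± 2.11 in the lens, 1.65 ± 0.483 in CLT corneas and 1.35 ± 0.168 in sham operated corneas (SD, n = 3). Its log2 difference between lens and sham was 4.28 (SE 0.22, adjusted p = 4.26e-07 from limma) and between R and S 0.26 (SE 0.22, adjusted p = 0.630). Of 17 measured lens development transcription factors, none passed between R and S, over all probesets or adjusted over the list alone, and their median log2 difference was 0.39. The nearest were six6, a homeobox gene of the eye field (0.72, adjusted p = 0.203), and pknox1 (0.49, adjusted p = 0.348). As a set they were higher in R (camera, adjusted p = 0.0407, but adjusted p = 0.223 with an estimated correlation). Retina and neuron markers were higher as sets too (camera, adjusted p = 0.000433 for each, but adjusted p = 0.321 and 0.200 with an estimated correlation). Without L3, R1 or S4 the transcription factor set did not pass (0.0505, 0.124 and 0.0666).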

*Prox1*, a known eye development gene, was also captured. The Wnt family member Wnt7a appeared twice (due to the presence of multiple probe sets captured by the filter) in the top 50, along with the Wnt receptor Frz7, which occurred a total of four times in the CRY list. 

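The ligand gene Wnt7a had intensities of 19.4 ± 1.40 and 12.6 ± 1.17 in the lens on its 2 probesets (SD, n = 3). Its log2 differences between lens and sham were 3.49 (adjusted p = 2.66e-07 from limma) and 3.05 (adjusted p = 5.96e-07), and between R and S 0.20 (adjusted p = 0.627) and 0.28 (adjusted p = 0.488). Fzd7 encodes a Wnt receptor of both the canonical and the planar polarity branch. On its second probeset it was higher in CLT corneas, at 3.50 ± 0.660 against 1.32 ± 0.376 in sham, a log2 difference of 1.44 (SE 0.25, adjusted p = 0.0325). Without L1, L2, L3, R2, R3, S1 or S4 this probeset did not pass (adjusted p of 0.0568, 0.0638, 0.0603, 0.0522, 0.0687, 0.0844 and 0.110), nor with an offset of 8 (log2 difference 0.30, adjusted p = 0.0988), with trended and robust eBayes (0.0528) or with only the 2 groups fitted (0.112). The other 3 Fzd7 probesets had R against S differences of 0.33, 0.58 and 0.23 (adjusted p = 0.422, 0.368 and 0.702), and all 4 were higher in lens than in sham. The paper's real-time PCR found Fzd7 higher and Wnt7a lower in CLT corneas.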

Seven of the top 50 ranked genes could not be assigned to a protein family and are annotated as *transcribed*. 

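The RNA binding protein gene celf1, earlier called Cugbp1, was strongly expressed in the lens, at 134 ± 5.24 for Cugbp1b (celf1.S) and 166 ± 4.13 for Cugbp1a (celf1.L; SD, n = 3). Log2 differences between lens and sham were 5.92 and 6.02 (adjusted p = 7.54e-07 and 9.18e-08 from limma). In CLT corneas Cugbp1b read 2.88, 4.97 and 8.36 in R1, R2 and R3 and 2.24 ± 0.388 in sham, a log2 difference of 1.15 (SE 0.34, adjusted p = 0.167). Without R1 it was 1.54 (adjusted p = 0.0293). Cugbp1a differed by 0.60 between R and S (SE 0.23, adjusted p = 0.285). Glb1, a lysosomal galactosidase gene that was also among the first 10 matches, stood at 236 ± 6.47 in the lens, with a log2 difference of 4.02 from sham (adjusted p = 4.93e-07) and of 0.31 between R and S (adjusted p = 0.539).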

Interestingly, two homologues of a CUG triplet repeat RNA binding protein, Cugbp1, were also ranked highly in the match. These proteins, also known as EDEN-BP, are members of the Bruno family and are involved in degradation of mRNA through binding to instability sites [21].

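Genes of lens and of nervous tissue were over-represented among the 827 genes of the crystallin pattern match, tested over 6482 genes with a symbol and adjusted over the lists (Fisher's exact test, two-sided). All 6 measured genes of the crystallin list, which are α and β-crystallins, were in the match (adjusted p = 9.76e-05), as were 10 of 22 neuron and nerve markers (odds ratio 5.75, adjusted p = 0.00189) and 7 of 17 lens development transcription factors (odds ratio 4.82, adjusted p = 0.0125). The match also held 12 of 37 skeletal muscle markers (adjusted p = 0.00993) and 7 of 16 BMP target genes (odds ratio 5.35). Wnt pathway components were present with 14 of 62 genes (odds ratio 2.01, exact p = 0.0324, adjusted p = 0.106). No list gene of cornea and epidermis epithelium (21 measured) was in the match. The study's pattern contains the crystallins it was built from, so their presence is not independent evidence. The crystallin average is also far higher in the lens, and 1444 of the 1614 matches were higher in L than in S by limma. The rule thus favours lists that are high in the lens and works against epithelial genes, of which 19 of 21 were lower there. These list results therefore do not tell what CLT changed. At a p under 0.01 for the first step, 1212 probesets passed, and 867 did with both steps held to that limit. The paper's matches with the second step alone held to it carried 1036 tentative consensus numbers. The ontology software and its term files are not among the sources used here, so the term statistics were not analysed.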

To obtain an unbiased overall view of the selected crystallin pattern matched data, 1037 genes with a high probability match (p < 0.01) were used to examine gene ontology. These formed the slightly shorter CRY* list. TC numbers, with duplicates removed, were used to match probesets to specific GO biological function categories. Table 1 shows the GO categories that were statistically over represented in the CRY* dataset. Genes associated with nuclear migration, microtubule polymerisation, development, Wnt/planar cell polarity (PCP) signalling, eye development and visual perception were among the most over represented ontologies. 

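Lim2 encodes an intrinsic membrane protein of lens fibre junctions. The lens intensity was 786 ± 21.0 for lim2 and 606 ± 10.4 for the related probeset (SD, n = 3). Log2 differences between lens and sham were 9.65 and 9.28 (adjusted p = 2.57e-08 and 1.58e-09 from limma). In CLT corneas lim2 read 1.52, 1.13 and 2.39 and in sham 0.976 ± 0.0591, a log2 difference of 0.71 (SE 0.25, adjusted p = 0.238), and the related probeset differed by 0.13 (adjusted p = 0.707). All 3 R values of both probesets were above all 3 S values, at intensities close to the lowest on the array. With 2 further lens fibre genes measured, birc7 (0.40) and cap2 (0.71), none passed between R and S, over all probesets or adjusted over the list alone. As a set they were higher in R (camera, adjusted p = 0.0442, but adjusted p = 0.200 with an estimated correlation), and without L3, R1, R2, S1 or S3 they did not pass (0.0536, 0.110, 0.113, 0.0761 and 0.0843). Nor did they with offsets of 1 (0.0886) and 8 (0.253, median 0.11), quantile normalisation (0.0503) or cyclic loess (0.0580). The set also failed with only the 2 groups fitted (0.0643), trended and robust eBayes (0.0837) and array weights (0.0664).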

The two genes in "eye development (*sensu vertebrata*)" correspond to the lens intrinsic membrane protein *Lim2 *and a possible homologue, *Lim2(sim)*. Lim2 encodes a lens specific protein probably involved in cell junctions, and mutations in humans are associated with congenital cataracts [22,23]. The inclusion of two categories involved with Wnt/PCP signalling, "R3/R4 cell fate commitment" and "establishment of wing hair orientation" ontologies seems to be entirely due to one gene, *Frz7*, which has two TC numbers, and a total of 4 hits in the list. However, the "frizzled signalling pathway" ontology was also significantly overrepresented (Table 1), creating a strong case for the involvement of Wnt signalling in directing the lens fate. 

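The receptor gene fzd8, the ligand gene wnt5b, the transcription factor gene tcf7l1 (named Tcf3 by the authors), the destruction complex gene axin1 and the kinase subunit gene csnk2a1 (CK2 alpha) were all higher in the lens than in sham operated corneas. The lens against sham log2 differences were 1.65 and 0.59 for the 2 fzd8 probesets, 1.39 for wnt5b, 1.03 for tcf7l1, 1.05 for axin1 and 1.45 for csnk2a1 (adjusted p from 0.000217 to 0.0206, limma). Between CLT and sham operated corneas none of the 6 probesets passed the test. Their differences were 0.33 and 0.25 for fzd8, 0.63 for wnt5b, 0.29 for tcf7l1, 0.40 for axin1 and 0.39 for csnk2a1, with adjusted p from 0.335 to 0.650. Intensities were low, with wnt5b at 1.89, 1.73 and 3.60 in R1, R2 and R3 and 1.48 ± 0.101 in sham (SD, n = 3). Without R3 the tcf7l1 difference was -0.01.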

Genes in this category included, as well as *Frz7*, a second receptor gene, *Frz8 *(2 hits), the ligand *Wnt5b *transcription factors *Pitx3 *and *Tcf3*, and the signalling components *Axin1 *and the alpha subunit of *CK2*.

**Table 1:** Top 10 statistically over represented GO categories in the CRY* list

GMRG_Term	TC numbers		p	Description
			
	total	subset		
GO:0000065/0000743	16	6	0.001	nuclear migration along microtubule/during conjugation with cellular fusion
GO:0007275	243	32	0.003	multicellular organismal development
GO:0046785	10	4	0.006	microtubule polymerization
GO:0001737	2	2	0.006	establishment of wing hair orientation
GO:0006221	2	2	0.006	pyrimidine nucleotide biosynthetic process
GO:0007464	2	2	0.006	R3/R4 cell fate commitment
GO:0043010	2	2	0.006	eye development (sensu Vertebrata)
GO:0006364	29	7	0.006	rRNA processing
GO:0007601	87	14	0.008	visual perception
GO:0007222	12	4	0.012	frizzled signaling pathway

TC numbers are tentative consensus numbers and each one represents a group of ESTs for one gene, as well as providing a way to link to gene ontology. Total TC therefore shows the number of genes on the *Xenopus *GeneChip which are linked to a particular ontology, and subset TC shows how many of these were found in the CRY* list

Several genes were validated using quantitative real time PCR (q-rtPCR), as shown in Table 2. After normalisation to the housekeeping gene ODC, 11/11 genes were confirmed as being expressed at higher levels in lens than in either corneas undergoing CLT or sham operated corneas. Of these, six were confirmed expressed at higher levels in corneas undergoing CLT vs. sham operated corneas: five crystallins and *Fzd7*. Two of the remaining genes (*Wnt7a, Kif19*) were found to be downregulated by q-rtPCR and unchanged in the array, *Glb1 *was unchanged in either analysis, and *Cryaa *was found to be upregulated by q-rtPCR but not on the array. The RNA binding protein Cugbp1b was not significantly up regulated by q-rtPCR although expression was confirmed as being higher in CLT samples.

**Table 2:** Q-rtPCR validation of 11 genes from the CRY list

Rank in array	Gene name	Lens (L/S)	CLT (R/S)	
		
		qPCR	qPCR	array
1	*Cryba1*	**37009.6**	**38.5**	**4.5**
3	*Crygb (sim)*	**75864.3**	**7.3**	**8.1**
4	*Crybb3*	**45918.7**	**7.8**	**6.2**
6	*Cryaa*	**95666.6**	**17.9**	1.1
7	*Glb1*	**7.6**	0.8	1.3
8	*Cugbp1b*	**41.8**	1.3	**2.4**
15	*Ccdc124*	**3.62**	**1.5**	1.1
18	*Crybb1*	**22333.3**	**5.0**	**9.6**
26	*Wnt7a*	**39193.7**	*0.5*	1.1
29	Fzd7*	**5.9**	**3.9**	1.3/**2.7**
36	*Kif19*	**2.1**	*0.5*	1.2

Bold numbers indicate upregulation of more than 1.5 fold, numbers in italics indicate down regulation and normal font indicates no significant change. * appears twice in CRY list. L/S shows the relative (fold higher) expression in lens when compared to sham operated corneas. Likewise R/S shows relative expression in corneas undergoing CLT when compared to sham operated control corneas.

Seven genes from the CRY list were then cloned and used to determine developmental expression patterns using *in situ *hybridisation (Figure 4). *Cryaa *was expressed in central cells of the developing lens from stage 30 (Figure 4A-D) corresponding to the primary lens fibres. *Cryba1 *was expressed much earlier in lens development, and was first seen in punctate pattern across the whole lens placode at stage 26 (Figure 4E). Expression appeared to be in all lens cells at stage 30 (Figure 4F) and this was maintained at stage 38 (Figure 4G, H). *Crygb *was first detected in the hindbrain in a single stripe at stage 26 (Figure 4I). This expression was transient and was superceded by expression in the central two thirds of the lens cells by stage 30 (Figure 4J). This expression was maintained at stage 38 (Figure 4K, L). *Cugbp1b *expression was first seen at stage 30, specifically in lens cells (Figure 4M, N). By stage 38, expression had cleared from the central, *Cryaa *expressing cells, but was maintained in peripheral lens cells corresponding to the secondary lens fibres (Figure 4O, P). *Tsr2 *transcripts were detected in epithelial cells and were not specific to the eye (Figure 4Q). Two previously described eye genes also found in the CRY list, *Prox1 *and *Sox2*, were included here for comparison. *Prox1 *transcripts were seen specifically in lens cells at stage 30 as previously described [24]. *Sox2 *(Figure 4R) expression was seen in optic cup and lens as well as in the forming lateral line, branchial arches and neural tube (Figure 4S) [25].

**Figure 4:**
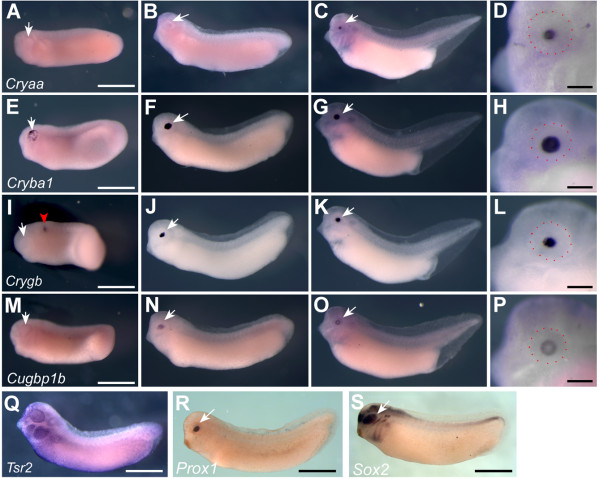
**Expression of lens specific genes during development**. *In situ *hybridisation of three *Crystallin *genes and *Cugbp1b *during development of the lens, indicated by dark blue staining. A-D, *Cryaa *expression at st. 26 (A), 30 (B) and 38 (C and D). E-H, Expression of *Cryba1 *throughout the lens at st. 26 (E), 30 (F) and 38 (G and H). I-L, expression of *Crygb*. I) at st. 26, note that red arrowhead indicates a transient stripe of expression in the hindbrain. *Crygb *is expressed in the central lens at st. 30 (J) and 38 (K and L). M-P) *Cugbp1b *transcripts are absent from the forming eye at st 26 (M), detected in the central lens cells at st.30 (N), and in the outer lens cells at st. 38 (O and P). Q) *Tsr2 *is expressed in epithelial cells including the cells overlying the eye, shown at stage 30. R) *Prox1 *expression is lens specific at stage 30, as previously described [23]. *Sox2 *is expressed throughout the eye as well as in the olfactory placode lateral line primordia and branchial arches as previously described [24]. White arrows indicate the position of the eye, scale bars in D, H, L, P, Q, R and S are 200 μm and red dots show the approximate margin of the eye. Scale bars in A, E, I and M apply to all other panels and correspond to 1 mm. Embryos are oriented with anterior to the left and dorsal uppermost.

### Microarray analysis of CLT II: Identification of regeneration associated genes (RAG)

A second pattern match was devised to capture potential regeneration associated genes that were not highly expressed in lens (RAG list). The parameters for this were set as low expression in lens, high in samples undergoing CLT (R) and low in sham operated controls (S). 1516 probesets passed this filter with a cut-off *p *value of < 0.05 and the complete RAG list can be found in additional file 2. 

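Corneas undergoing CLT had 1540 probesets that followed the high R, low L and low S pattern by the paper's rule, with all but the control probesets tested. The rule correlates 7 values, the L and S arrays singly and the mean of R, with a pattern that is high in R alone, and takes p at 8 degrees of freedom. Of the matches, 45 were higher in R than S by limma and 649 had an unadjusted p under 0.05. All 3 R values lay above all 3 S values in 682, and above the L values as well in 508. Because R enters as its mean, 1 array can carry a match, and in 307 the highest R value was over 3 times the second. R3 was the highest R array in 832, R2 in 385 and R1 in 323. The rule applied to simulated values without group differences passed 584 probesets, and with R and S exchanged it passed 1020 on the real values. Without S3 the count was 2374. At degrees of freedom of the number of values minus 2 it was 925.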

The top 50 ranked genes were re-annotated manually and their expression profile is shown in Figure 5. 

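Among the first 50 matches, 26 had every R value above every S value and 11 passed limma for R over S. In 32 the highest R value was over 3 times the second, and these counts overlap. Mybph, which encodes a myosin binding protein of muscle, stood at 67.8 ± 22.3 in CLT corneas and 1.30 ± 0.156 in sham operated corneas (SD, n = 3), a log2 difference of 5.66 (SE 0.38, adjusted p = 0.000242 from limma). Gnai2, a G protein subunit gene of receptor signalling, stood at 12.1 ± 2.06 and 1.93 ± 0.198, a log2 difference of 2.64 (SE 0.31, adjusted p = 0.00467). By the paper's real-time PCR mybph was lower in CLT than in sham operated corneas, while gnai2 was higher. For taf1b, a subunit gene of the RNA polymerase I initiation factor, R1, R2 and R3 read 12.8, 13.8 and 495 and sham 17.0 ± 1.58 (log2 difference 1.38, adjusted p = 0.624, and -0.35 without R3). The kinase gene pdik1l read 14.1, 15.4 and 1.62 (log2 difference 3.08, adjusted p = 0.147, and 4.14 with adjusted p = 0.0129 without R3). Crop (luc7l3), a splicing factor gene, read 3.00, 4.13 and 12.9 (log2 difference 1.42, adjusted p = 0.201). Amph, a gene of vesicle uptake, was high in R2 alone at 8.94 (log2 difference 1.15, adjusted p = 0.327). The Creld1 probeset, annotated creld2, was high in R3 at 65.6 (log2 difference 1.02, adjusted p = 0.696, and -0.38 without R3). Lmo4 had a log2 difference of 0.50 (adjusted p = 0.358). The paper's real-time PCR gave taf1b, pdik1l, amph and Lmo4 as higher in CLT corneas, and Crop and Creld1 as without significant change. Among the first 10, rad1, a checkpoint gene, and rbm12b.2 were high in R1 alone, at 73.3 and 39.2 (adjusted p = 0.603 and 0.565).

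**Figure D2:**
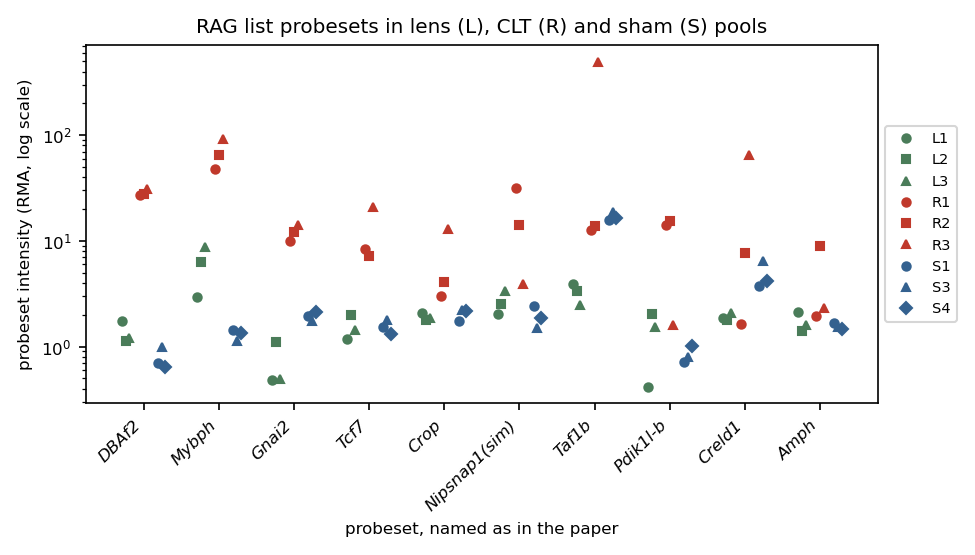
Intensity of 10 probesets of the RAG list in each lens (L), CLT (R) and sham (S) pool, on a log axis, 1 point per array. Mybph and Gnai2 have 3 close R values, while Taf1b and Creld1 are far higher in R3 (495 and 65.6).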

Sixteen of the 50 genes could not be annotated and are listed as *transcribed*. The top ranking gene *DBAf2 *encodes the *Xenopus *MHC class II α chain, which could suggest a sustained immune response in CLT. 

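The MHC class II gene DBAf2, whose product presents antigen to T cells, stood at 26.9, 27.8 and 31.2 in R1, R2 and R3, against 0.775 ± 0.183 in sham operated corneas and 1.36 ± 0.350 in the lens (SD, n = 3). The S mean lay below the 5th percentile of the arrays, so the log2 difference between R and S of 5.23 (adjusted p = 3.51e-05 from limma) has no exact size, and with an offset of 8 it was 2.06 and still passed. Other leukocyte genes did not pass. Of 16 measured leukocyte markers, none did, over all probesets or adjusted over the list alone, and the median log2 difference was -0.24 (camera, lower in R, adjusted p = 0.0985). Without R3 the list passed as lower in R (adjusted p = 0.0357). Among them cd74, which encodes the invariant chain that binds class II molecules, had a log2 difference of -0.64 (adjusted p = 0.374), and b2m, the MHC class I light chain gene, one of -1.03 (adjusted p = 0.213). From DBAf2 the paper proposes a sustained immune response in CLT.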

Of particular interest is the third ranking gene, *Tcf7*, also known as *Tcf1 *in *Xenopus*. 

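Tcf7, a transcription factor gene of the Wnt pathway, stood at 8.31, 7.18 and 20.8 in R1, R2 and R3, at 1.55 ± 0.236 in sham operated corneas and at 1.54 ± 0.417 in the lens (SD, n = 3). The log2 difference between R and S was 2.80 (SE 0.38, adjusted p = 0.0103 from limma), and without S1 or S4 it did not pass (adjusted p = 0.0506 and 0.0601), nor with an offset of 8 (log2 difference 1.01, adjusted p = 0.0717) or with only the 2 groups fitted (0.0598). By the paper's real-time PCR Tcf7 was higher in CLT corneas. Of 10 measured canonical Wnt target genes, tcf7 was the only one to pass, over all probesets and adjusted over the list alone. The cyclin gene ccnd1 had a log2 difference of 0.69 (adjusted p = 0.340) and the transcription factor gene jun 0.17 (adjusted p = 0.797). The list as a set did not pass (median 0.03, camera, adjusted p = 0.413, and -0.03 without R3).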

Tcf7 is a HMG-box transcription factor that represses target gene expression in the absence of Wnt signalling [26].

**Figure 5:**
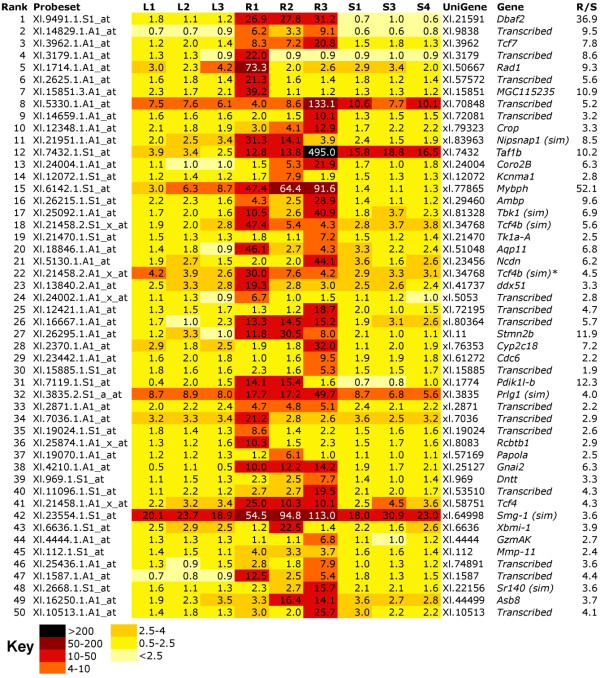
**Heat map of top 50 genes, where expression is higher in samples undergoing CLT (R) than in stage matched sham operated corneas (S) or lenses (L)**. Darker colour indicates higher expression. R/S indicates the ratio of transcript expression in R1-3 vs. S1, 3 and 4 levels. Where possible, the genes have been manually annotated with reference to the probe source files. "Transcribed" is used to denote genes where no annotation was possible. "(sim)" indicates high similarity to the named gene.

Also included in the RAG list were the matrix metalloproteinases Mmp11 and Mmp14, transcription factors Pitx2, Pitx2a, Six1, Pax6, and the signalling proteins Fgf8b and Wnt6, which both appear twice. 

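The matrix metalloproteinase gene mmp11 was higher in CLT corneas, at 3.66 ± 0.351 against 1.52 ± 0.0924 in sham (SD, n = 3), a log2 difference of 1.26 (SE 0.17, adjusted p = 0.00892 from limma, and 0.0604 without S4). Mmp14, a membrane-bound collagenase gene, stood at 226 ± 20.8 and 97.9 ± 33.3 (SE 0.25, adjusted p = 0.0509), and it passed without S3 (log2 difference 1.50, adjusted p = 0.0307), with offsets of 1 and 8 (0.0404 and 0.0397), cyclic loess (0.0482), the filter on low values (0.0423), trended and robust eBayes (0.0194) and array weights (0.0223). The paper's real-time PCR gave both mmp11 and mmp14 as higher in CLT corneas. Of 14 measured metalloproteinases and inhibitors, 1 was higher, and 2 when adjusted over the list alone (camera, adjusted p = 0.0874, and 0.0451 without S3). Pax6, a regulator of eye development, was read by 6 probesets, of which 1 gave 0.80 (adjusted p = 0.182, and 0.0281 without R1) and the others 0.20, -0.43, 0.06, -0.04 (0.25 without R3) and 0.38. The growth factor gene fgf8 gave 0.78 and 0.72 (adjusted p = 0.377 and 0.0899), with the first read high in R2 alone at 3.60. None of 18 FGF pathway genes passed over all probesets and 1 was higher when adjusted over the list alone (camera, adjusted p = 0.268). The ligand gene wnt6 gave 1.19 and 0.67 (adjusted p = 0.242 and 0.131), with R2 at 7.11 on the first.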

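The bHLH transcription factor gene tcf4, which acts in neural and epithelial differentiation, was read by 4 probesets, and a related gene without a symbol by a pair of them. The first tcf4 probeset was higher in CLT corneas, at 25.0, 10.3 and 10.1 in R1, R2 and R3 against 3.52 ± 1.02 in sham (SD, n = 3), a log2 difference of 2.01 (SE 0.38, adjusted p = 0.0441 from limma). Without L1, L2, L3, S1, S3 or S4 it did not pass (adjusted p of 0.0721, 0.0862, 0.0776, 0.162, 0.0712 and 0.159), nor with an offset of 8 (log2 difference 0.95, adjusted p = 0.0899), any of the 3 further normalisations (0.0532 to 0.0881) or only the 2 groups fitted (0.137). The other 3 tcf4 probesets had log2 differences of 1.02, 1.75 and 1.10 (adjusted p from 0.179 to 0.481) and the related gene 1.60 and 1.67 (adjusted p = 0.379 and 0.238). R1 was the highest R array in all 6, at 47.4 against 5.39 and 4.27 in the first probeset of the related gene. The paper's real-time PCR found Tcf4 higher in CLT corneas.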

*Tcf4*, which encodes a bHLH transcription factor unrelated to Wnt signalling, appears three times on the list and a closely related gene that we have annotated as *Tcf4b (similar) *appears twice.

Gene ontology of 794 unique TC numbers corresponding to high probability hits (p < 0.01) from the RAG list was analysed (RAG*). Statistically over-represented gene ontologies are shown in Table 3. Strikingly, the most significantly over-represented ontology group was the Wnt receptor signalling pathway. 

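Of 62 measured Wnt pathway genes, 11 were in the RAG match, where 7.88 would be there by the share of all genes (odds ratio 1.49, Fisher's exact test, two-sided, p = 0.247, adjusted over the lists p = 0.996). These were the ligand genes wnt3a, wnt4 and wnt6, the antagonist gene dkk2, the co-receptor gene lrp6, dvl2 and btrc, which act in the cytoplasm, and tcf7, tcf7l1, tcf7l2 and bcl9, which act in the nucleus. With the match held to a p under 0.01, the limit of the paper's ontology test, the odds ratio was 2.18 (exact p = 0.0432, adjusted over the lists p = 0.410). In limma each gene was read by its probeset of highest mean. Of the 62 genes, 2 were higher in CLT corneas, over all probesets and adjusted over the list alone, and none was lower. Probesets of tcf7, dvl2 and fzd7 passed, so a count by any probeset would be larger. The glycogen synthase kinase gene gsk3b had a log2 difference of 1.06 (adjusted p = 0.190). As a set the list had a median log2 difference of 0.16 (camera, adjusted p = 0.0782). It passed without R3 (0.0404), S3 (0.0393) or S4 (0.0490), and with a replicate block (0.0468). At a p under 0.01 the match held 873 probesets with 808 tentative consensus numbers. The list was drawn up from pathway members in general and is not the ontology term of the paper. From over-represented Wnt terms, the paper proposes that Wnt signalling is involved in CLT.

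**Figure D3:**
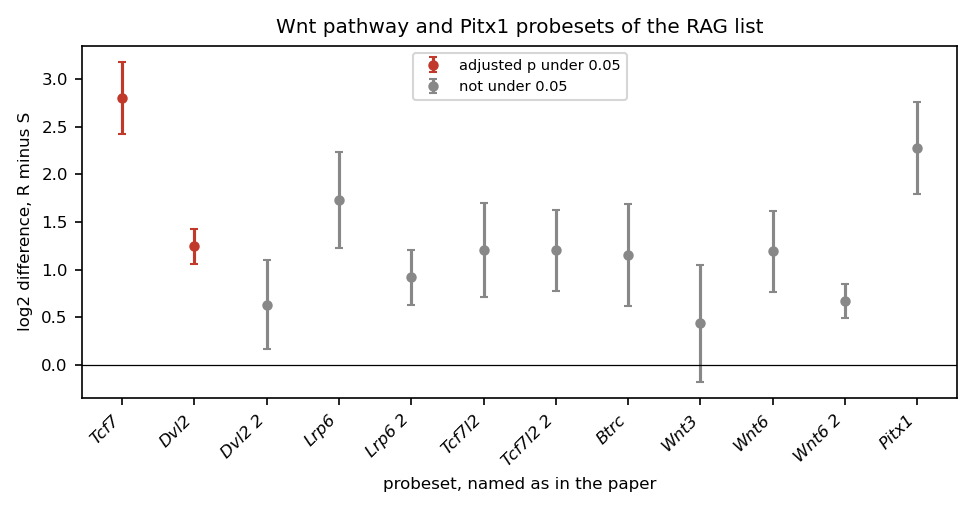
Log2 difference between CLT (R) and sham operated corneas (S) with its standard error for Wnt pathway and Pitx1 probesets of the RAG list, 3 arrays per group. Tcf7 and the first Dvl2 probeset pass at an adjusted p under 0.05.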

Eight from a possible 41 genes assigned to this group were present in the RAG* list. These genes included three members of the Pitx family of transcription factors, *Pitx1, Pitx2 *and *Pitx2a *as well as Wnt pathway components *Dvl2 *and *Lrp6*, each of which is present twice in the RAG list. Also included in this group were the genes encoding the ligand Wnt2, the HMG group transcription factor Tcf7l2 (appears twice, formerly known as Tcf4 but not to be confused with the bHLH transcription factor described above) and Btrc, an F-box/WD-40 protein associated with ubiquitination. 

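Pitx1, a homeobox gene of head and hindlimb development, stood at 24.0, 19.8 and 42.4 in R1, R2 and R3 and 6.52 ± 4.56 in sham operated corneas (SD, n = 3), a log2 difference of 2.28 (SE 0.48, adjusted p = 0.0697 from limma, and 0.0213 without S3). Dvl2, which relays the Wnt signal from the receptor, was higher on its first probeset, at 10.6 ± 0.931 against 4.49 ± 0.733 (log2 difference 1.24, SE 0.19, adjusted p = 0.0179), and it did not pass without S1 (0.0813) or S3 (0.0643), with quantile normalisation (log2 difference 0.87, adjusted p = 0.143), with trended and robust eBayes (0.0551) or with only the 2 groups fitted (0.0507). Its second probeset gave 0.63 (adjusted p = 0.578). The co-receptor gene lrp6 gave 1.73 and 0.92 (adjusted p = 0.161 and 0.194), with all R values above all S values on both. Of the Pitx list, pitx1 and pitx3 carried a symbol. Neither passed over all probesets, and 1 was higher when adjusted over the list alone (camera, adjusted p = 0.0407, but adjusted p = 0.200 with an estimated correlation). Without L3, R1, R2 or S1 this list did not pass (0.0505, 0.123, 0.0636 and 0.0761), nor with an offset of 8 (0.0796) or only the 2 groups fitted (0.0643).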

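The HMG box gene tcf7l2, a nuclear partner of β-catenin, stood at 6.63 ± 2.94 and 11.3 ± 1.93 in CLT corneas on its 2 probesets and 2.66 ± 0.442 and 5.32 ± 2.79 in sham operated corneas (SD, n = 3). The log2 differences were 1.21 (SE 0.50, adjusted p = 0.309 from limma) and 1.20 (SE 0.42, adjusted p = 0.238), and on each probeset all R values were above all S values. Btrc, the F-box gene whose product marks β-catenin for breakdown, read 1.36, 1.85 and 6.93 in R1, R2 and R3 and 1.17 ± 0.170 in sham, a log2 difference of 1.15 (SE 0.54, adjusted p = 0.372). No probeset carried the symbol wnt2, so no value is given for it.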

The ontology analysis is not exhaustive: Wnt3 and Wnt6 were also present in the RAG list but had not been assigned a TC number, and were therefore not picked up by the ontology screen. 

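Wnt3, a ligand gene of the canonical pathway, stood at 0.900, 0.925 and 5.70 in R1, R2 and R3, against 1.25 ± 0.225 in sham operated corneas and 1.15 ± 0.216 in the lens (SD, n = 3). Its log2 difference between R and S was 0.44 (SE 0.61, adjusted p = 0.786 from limma), and without R3 it was -0.44. Only the R3 value put it in the match, since the other two R values lay below the S mean.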

As well as Wnt signalling, two other gene ontology terms, "patterning of blood vessels" and "chromatin assembly or disassembly" were also highly significantly over-represented (Table 3). The gene ontology term "patterning of blood vessels" scored highly because of inclusion of the *Pitx *genes *1, 2 *and *2a*, which are also involved in this process. 

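Chromatin genes were over-represented in the RAG match, with 12 of 34 measured genes of chromatin assembly or disassembly (odds ratio 3.78, Fisher's exact test, two-sided, p = 0.00062, adjusted over the lists p = 0.0143). At a p under 0.01, the limit of the paper's ontology test, the odds ratio was 4.65 (adjusted p = 0.0124). The list holds genes that the paper named from its own RAG analysis, such as unk, mta2, hsp90ab1 and cbx1. These tests are therefore not independent evidence. Mta2.L, a gene of the NuRD deacetylase complex, had an intensity of 20.9 ± 5.71 in CLT and 10.9 ± 1.84 in sham operated corneas (SD, n = 3), a log2 difference of 0.91 (SE 0.31, adjusted p = 0.218 from limma), while its homoeolog mta2.S had one of -0.16 (0.04 without R3). Cbx1, a heterochromatin protein gene, gave 0.82 and 0.28 (adjusted p = 0.160 and 0.895, with the second at -0.48 without R1). The zinc finger gene unk gave 0.56 (adjusted p = 0.444) and the chaperone gene hsp90ab1 0.28 (adjusted p = 0.421). Smarcc2, a chromatin remodelling gene, gave -0.11 (0.12 without S3) and -0.18 (0.48 without R3), and neither of its probesets was in the match. Among the other listed genes, hdac1, a histone deacetylase gene, gave 0.88 (adjusted p = 0.168), dnmt1, a DNA methyltransferase gene, 1.01 (adjusted p = 0.211), and the histone gene h2ax 0.74 (adjusted p = 0.204). None of the 34 passed between R and S, over all probesets or adjusted over the list alone. The set was higher in R (camera, adjusted p = 0.0407, but adjusted p = 0.309 with an estimated correlation), and it did not pass without L3, R1, R2 or S4 (0.0505, 0.0935, 0.195 and 0.0807). Nor did it with only the 2 groups fitted (0.0643) or with a replicate block (0.186).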

The genes in this category "chromatin assembly or disassembly" that were present in the analysis were *Unkempt1*, *Histone 2 ab *and *2a*, *Smarcc2*, *Mta2*, *Hsp90ab1 *and *Cbx1*.

**Table 3:** Top 10 statistically over represented GO categories in the RAG* list.

GMRG_Term	TC numbers		p	Description
			
	total	subset		
GO:0016055	41	8	0.003	Wnt receptor signaling pathway
GO:0001569	6	3	0.004	patterning of blood vessels
GO:0006333	40	7	0.009	chromatin assembly or disassembly
GO:0030001	3	2	0.011	metal ion transport
GO:0045010	3	2	0.011	actin nucleation
GO:0006729	3	2	0.011	tetrahydrobiopterin biosynthetic process
GO:0009591	15	4	0.011	perception of mechanical stimulus
GO:0007368	10	3	0.019	determination of left/right symmetry
GO:0006826	10	3	0.019	iron ion transport
GO:0050930	4	2	0.020	induction of positive chemotaxis

Validation was performed for 13 genes with 9 confirmed as statistically increased in CLT and two more showing the same trend as the array (Table 4). Five genes were examined for expression in developing lens. Although none of these were found to be entirely lens specific at tailbud stages, the BMP target gene *Nipsnap1 *was expressed only in the lens at stage 30, with expression in branchial arches, otic vesicle and pronephros appearing around stage 32 (Figure 6A-C). *Taf1b *was expressed in the lens, branchial arches and otic vesicle from stage 32 (Figure 6D). The Wnt target gene and pathway-specific transcription factor *Tcf7 *was also expressed in developing lens at stage 32 but was also seen in the choroid fissure of the eye cup, midbrain hindbrain boundary, otic vesicle, cement gland and pronephritic duct at stage 32 (Figure 6E). *Pdik1l *expression was restricted to the developing eye (lens and retina) and branchial arches, beginning at stage 30, (Figure 6F) and the Wnt pathway gene *Dvl2 *was expressed almost ubiquitously (Figure 6G).

**Table 4:** Q-rtPCR validation of 13 genes from the RAG list.

Rank in array	Gene name	Lens (L/S)	CLT (R/S)	
		
		qPCR	qPCR	array
3	*Tcf7*	0.6	**5.7**	**7.8**
10	*Crop*	0.7	1.4	**3.3**
11	*Nipsnap1 (sim)*	*0.1*	**176.3**	**8.5**
12	*Taf1b*	1.0	**8.0**	**10.2**
15	*Mybph*	*0.0*	*0.2*	**52.1**
31	*Pdik1l-b*	1.1	**10.3**	**12.3**
38	*Gnai2*	**5.5**	**56.1**	**6.3**
41	*Tcf4*	*0.0*	**4.4**	**4.3**
45	*Mmp-11*	**1.8**	**100.0**	**2.4**
56	*Creld1*	*0.0*	1.6	**5.2**
71	*Amph*	**24.2**	**74.6**	**2.9**
479	*Mmp14*	*0.1*	**3.4**	**2.3**
1391	*Lmo4*	**4.11**	**2.2**	1.4

Bold numbers indicate upregulation of more than 1.5 fold, numbers in italics indicate down regulation and normal font indicates no significant change. L/S shows the relative (fold higher) expression in lens when compared to sham operated corneas. Likewise R/S shows relative expression in corneas undergoing CLT when compared to sham operated control corneas.

**Figure 6:**
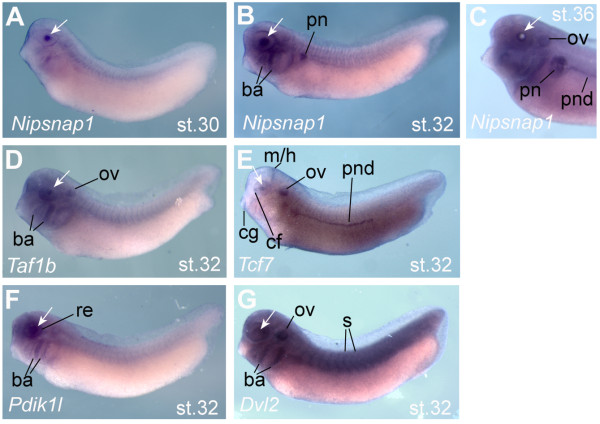
**Expression of selected transdifferentiation genes during development**. In situ hybridisation of five regeneration associated genes (RAG). Dark blue staining marks expression, and a white arrow indicates the position of the lens. A) *Nipsnap1 *expression appears in lens cells at stage 30 (A) and is also found in the pronephros (pn) and branchial arches (ba) from stage 32 (B). At stage 36, *Nipsnap1 *expression is seen in the pronephros and pronephritic duct (pnd) and otic vesicle (ov) as well as in the periphery of the lens (C). D) *Tbp1b *is expressed predominantly in lens, otic vesicle and branchial arches at stage 32. E) *Tcf7 *is expressed in lens and choroid fissure of the retina (cf), the midbrain-hindbrain junction (m/h), cement gland (cg), otic vesicle and pronephritic duct at at stage 32. F) *Pdik1l *is expressed in the developing lens and retina (re) and branchial arches at stage 32. G) *Dvl2 *is expressed in eye tissues but is not specific, with expression extending throughout the embryo including the somites (s), otic vesicle and branchial arches. Embryos are oriented with anterior to the left and dorsal uppermost.

### Pluripotency genes are not upregulated in 3 day corneas undergoing CLT

Thirteen genes associated with pluripotency were present on the GeneChip array. These included *Klf4 (biklf-A), c-Myc, Sox2*, and four POU genes, *Oct25, Oct60, Oct79 and Oct91*, which seem, in *Xenopus*, to substitute for the pluripotency gene *Oct3/4 *of mammals [27], *Dppa2/4, Gdf3, Fut6 *(*Ssea1 *homologue), *Lin28, Tert and Zic3*. However, with the exception of *Sox2*, none of these were captured in our screen (Figure 7). 

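Pluripotency genes stood at low intensities in the cornea, and apart from fucosyltransferase genes none passed between the operations. The transcription factor gene klf4 (klf17 in the annotation) was 2.20 ± 0.790 in CLT and 2.58 ± 0.828 in sham operated corneas (SD, n = 3), a log2 difference of -0.24, and 0.04 without R2. The growth regulator gene myc gave -0.47 and -0.26 on its 2 probesets. The POU genes Oct25, Oct60, Oct79 and Oct91, which maintain undifferentiated cells in the early embryo, gave 0.00 (-0.19 without R1), 0.09, 0.10 and 0.29. Dppa2/4 gave 0.30, the growth factor gene gdf3 0.33, the RNA binding protein gene lin28a 0.22 and the telomerase gene tert 0.44. Adjusted p values of these probesets ran from 0.471 to 0.999 (limma). In the lens, Oct60 was 9.57 ± 0.445 against 0.842 ± 0.0803 in sham (log2 difference 3.51, adjusted p = 1.32e-07), and gdf3 was also higher (1.89, adjusted p = 0.000644) and in the crystallin pattern match. Of 13 measured genes of the pluripotency list, none was higher and 2 fucosyltransferase genes were lower in CLT corneas, over all probesets and adjusted over the list alone, of which fut1 had a log2 difference of -1.01 (adjusted p = 0.0393). The list as a set did not pass (camera, adjusted p = 0.525).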

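The transcription factor gene sox2, which marks neural and lens placode cells, had an intensity of 15.0 ± 3.26 in the lens, 2.50 ± 0.321 in CLT corneas and 1.88 ± 0.345 in sham operated corneas (SD, n = 3). The lens to sham ratio was 7.96 (log2 difference 2.99, SE 0.22, adjusted p = 3.96e-06 from limma). Between R and S the log2 difference was 0.42 (SE 0.22, adjusted p = 0.423). A second sox2 probeset had a lens against sham difference of 2.14 (adjusted p = 0.00326) and an R against S difference of -0.16 (adjusted p = 0.907), which was 0.31 without R1.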

*Sox2 *was expressed at highest levels in the lens samples (8 fold higher levels than in sham operated cornea controls) but was not significantly elevated in corneas undergoing CLT when compared to the same controls. *Sox2 *then may be involved in lens differentiation but does not seem to be indicative of dedifferentiation in this case. 

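The fucosyltransferase gene fut6, whose product makes the SSEA1 carbohydrate, was lower in CLT than in sham operated corneas, at 3.60 ± 1.41 against 13.2 ± 2.86 (SD, n = 3), a sham to CLT ratio of 3.66. Its log2 difference between R and S was -1.92 (SE 0.34, adjusted p = 0.0326 from limma). Every R value lay below every S value. In the lens its intensity was 1.36 ± 0.492, a log2 difference from sham of -3.31 (adjusted p = 3.31e-05). The call between R and S was lost without L2, R1, R3, S1, S3 or S4 (adjusted p of 0.0652, 0.0673, 0.0658, 0.133, 0.0984 and 0.0770), and with only the 2 groups fitted (0.0834).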

Another pluripotency associated gene, *Fut6*, was significantly upregulated in sham operated corneas when compared to corneas undergoing CLT (3.7 fold increase), with no expression in lens. Since we only observed one time point, it is possible that we have missed a change in pluripotency gene expression. Further analysis of earlier and later stages of CLT will be needed to exclude this possibility.

**Figure 7:**
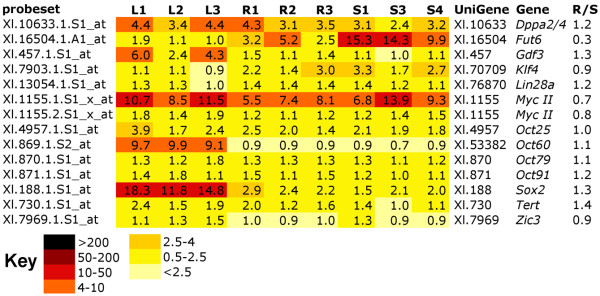
**Heat Map showing that expression of pluripotency associated genes does not change during CLT**. Darker colour indicates higher levels of expression. R/S indicates the ratio of transcript expression in R1-3 vs. S1, 3 and 4 levels. Where possible, the genes have been manually annotated with reference to the probe source files.

## Discussion

### BMP signalling is essential for CLT

BMP signalling has not been previously linked to transdifferentiation of the cornea into lens. However, Faber et al demonstrated that BMP signalling is required for mammalian primary lens cell differentiation both in vivo and in vitro [28]. Furthermore, BMP4 is essential for lens development in mice and acts upstream of the transcription factor and early lens placode marker *Sox2 *[29,30], which in turn directly regulates crystallins [31]. Finally, BMP7 is also expressed in the developing lens and regulates expression of *Pax6*, which also regulates crystallins [29,30].

We have previously used the transgenic line N1, in which noggin overexpression is controlled by the inducible *Hsp70 *heat shock promoter, to demonstrate a requirement for functional BMP signalling in limb and tail regeneration in *Xenopus laevis *[17,20]. Both tail and limb regeneration involve epimorphic type regeneration, the regrowth of a patterned organ comprised of multiple tissues. Here, we use the same line to show that a distinct type of regenerative process, that of transdifferentiation of cornea to lens, also depends on active BMP signalling. Noggin overexpression, which blocks BMP signalling, appeared to have no effect on the early corneal thickening and cell shape changes associated with wound healing. However, prolonged inhibition of BMP signalling prevented the subsequent progression of cells to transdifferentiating aggregates that eventually form the new lens. Instead, the extra cells seem to become hypertrophic and die. Cellular hypertrophy was also observed in the AEC of poorly regenerating *Xenopus *limb buds [32], suggesting that BMP may be a survival signal for cells during regeneration.

In support of this, we have shown that increased expression of *Nipsnap1*, a known direct BMP target gene [33], is associated with CLT. 

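The Nipsnap1-like probeset, from a gene whose mouse relative belongs to a family of mitochondrial proteins, stood at 31.3, 14.1 and 3.93 in R1, R2 and R3, against 1.93 ± 0.478 in sham operated corneas and 2.64 ± 0.664 in the lens (SD, n = 3). All R values lay above all S values. The log2 difference was 2.67 (SE 0.62, adjusted p = 0.0907 from limma), and without R3 it was 3.48 (adjusted p = 0.00462). The BMP target genes id3 and id2, inhibitors of bHLH factors, had log2 differences of -1.44 (adjusted p = 0.121) and 1.02 (adjusted p = 0.238). The BMP signal transducer gene smad1 had one of 0.81 (adjusted p = 0.255). Of 27 BMP pathway and 16 BMP target genes measured, none passed over all probesets or adjusted over the list alone. The camera adjusted p was 0.114 for the pathway (0.0393 without S3) and 0.802 for the targets, whose median log2 difference was 0.15 and mean -0.02.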

The expression of *Nipsnap1 *in developing lens suggests that it may act downstream of BMPs in specifying the lens fate. In another study of *Xenopus *CLT, Malloch et al detected transcripts from a gene annotated as similar to BMP5 [15]. CLT in *Xenopus *differs from the better studied Wolffian regeneration of the lens in newts, which takes place via dedifferentiation of the pigmented epithelial cells (PECs) of the dorsal iris rather than transdifferentiation from the more closely related cornea [2]. Despite this difference, similar signals may be involved in the process. In a recent study, a large number of ESTs were generated from *Cynops pyrrhogaster *dorsal iris PECs undergoing dedifferentiation after lentectomy [34]. In this dataset, crystallins were not identified, suggesting that the dedifferentiated PECs had not yet begun to transdifferentiate into lens cells. Maki and colleagues detected multiple members of the BMP and TGFβ growth factor pathways but report that components of the Wnt, Fgf and hedgehog signalling pathways were not detected. In newts, however, BMP inhibition leads to enhanced regeneration, in conflict with our observations in *Xenopus*. Functional evidence showed that inhibition of BMP induces formation of a lens from the ventral iris, which does not normally regenerate [35]. This difference in the role of BMP may reflect inherent differences between Wolffian regeneration in newts and CLT in *Xenopus*, possibly due to the requirement for dedifferentiation in the newt.

### Wnt signalling pathway components are upregulated during lens regeneration

Wnt/β-catenin signalling (via the canonical pathway) is known to be important in driving lens cell differentiation in mammals, with several Wnt ligands, along with their receptors (Frizzled family) and the Lrp5/6 co-receptors expressed during development of the lens [36-38]. Reporter strains in mice have shown a period of Tcf/Lef activity in the lens epithelium as it develops [39,40], and it is thought that canonical Wnt signalling is required for initial formation of the lens epithelium. In contrast, the Wnt/PCP pathway is thought to play a role in the later lens fibre differentiation from the lens epithelium [41]. Regulation of Wnt signalling via inhibition by secreted frizzled related proteins (Sfrp) also occurs in mammalian lens development [38]. *Sfrp2 *expression under a lens specific crystallin promotor in mice led to cataract formation [42].

Here, we present evidence that the developmental role of canonical wnt signalling in mammalian anterior eye formation is recapitulated in lens regeneration from the cornea in *Xenopus*. Gene ontology analysis of our RAG list demonstrated that regeneration of the lens in *Xenopus *is accompanied by significantly increased expression of several components of the Wnt signalling pathway. Although the gene ontology for the CRY list suggested involvement of Wnt/PCP pathway, this result is entirely due to the expression of a single Wnt receptor, Frz7, and there is therefore insufficient evidence to implicate Wnt/PCP rather than canonical Wnt signalling, in CLT. The antagonist Sfrp2 was also recovered from the CRY list and was expressed at 1.5 fold higher levels in regenerating CLT corneas than in sham operated controls.

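Sfrp2, which encodes a secreted Wnt antagonist, stood at 64.2 ± 10.6 in the lens and 2.60 ± 0.880 in sham operated corneas (SD, n = 3), a log2 difference of 4.67 (SE 0.47, adjusted p = 3.23e-05 from limma). R1, R2 and R3 read 2.57, 7.52 and 1.87. The ratio of the R and S means was 1.53, and the log2 difference between R and S was 0.40 (adjusted p = 0.739), which was -0.19 without R2.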

Wnt signalling components were also recovered from an EST collection generated from tissue undergoing the early stages of CLT. *Wnt7b *and two genes related to the Wnt modulator *Sfrp5 *were identified by Malloch and colleagues [15]. Furthermore, Wolffian regeneration of the newt lens, while occurring from the neural crest derived pigmented epithelial cells of the dorsal iris rather than the cornea, may well employ some of the same mechanisms (Reviewed in [43]). Experiments have demonstrated that if Wnt is made available, the ventral iris can also regenerate a lens [44].

### *Pitx *genes, which may be Wnt targets, are upregulated during lens regeneration

Three members of the bicoid related homeobox transcription factor Pitx were captured in the RAG list: Pitx2, Pitx2a and Pitx1. A fourth, Pitx3, was captured in the CRY list and was expressed in lens tissue as well as 1.4 × higher in corneas undergoing CLT than in control corneas. 

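Pitx3, a homeobox gene needed for lens formation, had an intensity of 11.9 ± 1.37 in the lens, 1.84 ± 0.599 in CLT corneas and 1.30 ± 0.279 in sham operated corneas (SD, n = 3). Its log2 difference was 3.21 between lens and sham (SE 0.25, adjusted p = 5.98e-06 from limma) and 0.48 between R and S (SE 0.25, adjusted p = 0.423). The homoeolog pitx3.S, which is not in either match, differed by 2.20 between lens and sham (adjusted p = 1.14e-05) and by 0.09 between R and S (adjusted p = 0.868, and -0.04 without R3).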

Pitx factors have not previously been implicated in vertebrate regeneration although a recent report identified a role in asexual reproduction/regeneration of the ascidian *Botryllus schlosseri *[45]. Mutations in Pitx genes in humans are known to cause eye developmental defects, particularly affecting the anterior eye structures: cornea, iris and lens. *Pitx2 *mutations cause Axenfeld-Rieger syndrome type 1, a congenital malformation syndrome affecting the anterior eye [46,47] iridogoniodysgenesis type 2 (iris hypoplasia) [48], Peters' anomaly (defective cornea) [49] and ring dermoid of the cornea [50]. Mutations in the related gene *Pitx3 *are known to cause congenital cataracts [51]. *Pitx2 *is induced by the canonical Wnt signalling pathway directly via Lef1 [52]. Pitx genes may therefore act downstream of Wnt signalling in lens regeneration in *Xenopus*.

### Lens crystallins are markers of differentiation and are expressed during CLT

Eleven probesets representing seven UniGenes belonging to the lens crystallin family were used to search for genes with similar patterns of expression across the nine datasets. Searching our microarray data for similarly expressed genes uncovered three more crystallins: *Cryaa, cryba2 *and *crybb3 (similar)*. Of these, only *cryba2 *showed a significantly higher expression in corneas undergoing CLT than in sham-operated corneas, i.e. a regenerative response. The expression of three selected crystallin genes was observed at different times during the process of embryonic lens formation (Figure 4). The α-crystallin *cryaa *was expressed late, between lens stage 4 and 5 according to McDevitt and Brahma [53]. The β-crystallin *Cryba1 *was the earliest of the three to be expressed in the lens placode, beginning at lens stage 1-2 and the γ-crystallin *crygb *was expressed slightly later at lens stage 3-4. This pattern of developmental expression is somewhat reflected in the corneas undergoing CLT, with α-crystallins unchanged between regenerating and sham operated corneas and all identified β and γ-crystallins on the array being upregulated during CLT. Therefore we believe we have captured corneas in the act of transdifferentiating, just as the first crystallins become expressed. Furthermore, we observe a correlation in timing of α, β and γ-crystallin expression that reflects that seen during lens development. However, others have reported that the timing of crystallin expression differs between regeneration and development [54].

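Among β and γ-crystallins, the 2 probesets of crygbl.4 were higher in CLT than in sham operated corneas, the second at 26.8 ± 11.4 against 3.32 ± 1.68 (SD, n = 3), a log2 difference of 3.03 (SE 0.43, adjusted p = 0.0119 from limma, 0.0602 without S4 and 0.0827 with only the 2 groups fitted). The other β and γ probesets had positive log2 differences that did not pass. For cryba1, crybb1.S and crybb3.L, structural genes of the lens fibre, they were 1.82, 2.56 and 1.88 (adjusted p = 0.176, 0.156 and 0.256), and for crygdl, another γ-crystallin gene, 0.95 (adjusted p = 0.424). The S means of cryba1 (0.936) and crybb1.S (0.832) lay below the 5th percentile of the arrays, so their differences have no exact size. On the arrays the α-crystallin gene cryaa had the smallest difference of the paper's crystallins, with R and S values that overlapped. The paper's real-time PCR found cryaa higher in CLT corneas. With R2 left out, cryba1 (log2 difference 2.62, adjusted p = 0.000805), crybb1.S (3.45, adjusted p = 0.0186), both crybb1.L probesets (adjusted p = 0.0131 and 0.0115), a shared crybb3 probeset (3.01) and a γ probeset without a symbol (1.40, adjusted p = 0.0396) passed as well. R2 was the lowest R array for 10 of the 11 averaged crystallin probesets, so leaving it out raises such differences by construction. The difference between the α and the other crystallins was not tested. The share of lens RNA that would give the R level of crygbl.4 is 3.18% by its first probeset and 1.09% by its second. At these shares 13 and 11 of 14 other lens-abundant probesets stood more than 2-fold below the level expected. The paper proposes from these genes that the corneas were taken as the first crystallins became expressed.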

### Genes associated with congenital cataract formation have similar expression profiles to crystallins in our microarray data

Formation of congenital cataract often results from mutation of genes involved in the formation of the anterior eye, which includes the lens. Many cases of congenital cataract result from mutations in the crystallin genes discussed above. Our search for regeneration specific gene upregulation revealed changes in several other genes known to be involved the formation of congenital cataracts. One such gene, *Pitx3*, is discussed earlier. The b-Zip transcription factor L-maf ranks 31^st ^in the CRY list, and is 2-fold upregulated in corneas undergoing CLT relative to sham operated controls (Figure 3). 

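The L-maf probeset, annotated nrl, belongs to a gene of the Maf family that drives crystallin transcription. It stood at 69.6 ± 3.11 in the lens and 2.20 ± 0.137 in sham operated corneas (SD, n = 3), a log2 difference of 4.98 (SE 0.32, adjusted p = 1.60e-06 from limma). R1, R2 and R3 read 5.51, 5.69 and 2.27, and the log2 difference between R and S was 0.91 (SE 0.32, adjusted p = 0.237). Without R3 it was 1.35 (adjusted p = 0.00655). The ratio of the R and S means was 2.04.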

*L-maf *is expressed in the lens placode and later in fibre cells in *Xenopus*, and directly activates the expression of several lens crystallins [55]. Mutations in a human homologue of this gene cause a type of congenital cataract called CCA4 (OMIM#610202) [56].

Lens intrinsic membrane protein 2 (Lim2) is ranked 17^th ^on the CRY list and a potential homologue, Lim2 similar, is ranked 13^th^. *Lim2*, but not its homolgue, was upregulated in CLT. Lim2 protein is very abundant in the human lens, and mutations in Lim2, also known as MP19, are associated with congenital or early onset cataract [23]. 

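The forkhead gene foxe3, which keeps lens epithelial cells dividing, had an intensity of 6.18 ± 0.986 in the lens, 1.66 ± 0.510 in CLT corneas and 1.23 ± 0.202 in sham operated corneas (SD, n = 3). The log2 difference between lens and sham was 2.33 (SE 0.26, adjusted p = 6.72e-05 from limma). R1, R2 and R3 read 1.94, 1.07 and 1.96. The ratio of the R and S means was 1.35, and the log2 difference was 0.39 (SE 0.26, adjusted p = 0.538).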

The forkhead transcription factor Lens1 (FoxE3) was ranked 218th in the CRY list and expression was 1.6 fold higher in CLT corneas than in sham operated controls. FoxE3 is associated with ocular dysgenesis and cataracts in humans (OMIM#601094)[57].

Cugbp1 is an RNA binding protein targeting CUG repeats. *Xenopus laevis *appears to have two homolgues of this gene, *Cugbp1b *was ranked 8^th ^in the CRY list and expression was 2.4 fold higher in CLT corneas relative to controls, and *Cugbp1a *was ranked 14^th ^with a 1.5 fold higher relative expression. While Cugbp1 is not directly linked to the formation of cataracts, expansion of CTG repeats in the 3'UTR of the human *DMPK *gene cause myotonic dystrophy, a form of adult muscular dystrophy that is accompanied by cataract formation [58]. Here, we have shown that *Cugbp1b *is expressed specifically in the forming lens and is upregulated during CLT, suggesting it could be involved in the pathology of myotonic dystrophy. However, the *Cugbp1 *duplication appears to be unique to *Xenopus laevis *and an eye developmental role has not yet been described for these CUG binding proteins in other vertebrates.

### Genes associated with pluripotency are not upregulated in three day CLT tissue but chromatin modification may occur

Recent transcriptome analysis of Wolffian regeneration of the newt lens identified several genes associated with reprogramming, such as histone deacetylases and the oncogene c-myc, highly suggestive of dedifferentiation [34,59]. Furthermore, expression of a subset of pluripotency associated genes (*Klf4, Sox2 *and *c-myc*) was found to be increased during newt lens and limb regeneration [60]. In contrast, recent evidence has shown that pluripotency genes were not up regulated during zebrafish fin regeneration, although reduction of either Oct4 or Sox2 activity prevented fins from regenerating [61]. Our microarray data, while limited to only one stage of the process, suggests that CLT occurs *without *dedifferentiation in *Xenopus*. Thirteen genes associated with pluripotency were present on the GeneChip array. However, with the exception of *Sox2*, none of these were up regulated during CLT (Figure 7). *Sox2 *was expressed at highest levels in the lens samples but was not significantly elevated in corneas undergoing CLT compared to sham operated corneas. *Sox2 *then may be involved in lens differentiation but does not seem to be indicative of dedifferentiation in this case. Similarly, *Sox2 *expression was found in limbs and tails before amputation [61]. Another pluripotency associated gene, *Fut6*, was significantly upregulated in sham operated corneas when compared to corneas undergoing CLT (3.7x), with no expression in lens. Christen *et al *recently showed the same result in *Xenopus *limb blastema vs. pseudoblastema, with what they call *Fut1 *(the same gene) being upregulated regardless of regenerative success [61]. While limited to a single timepoint in the regenerative process, our results show no evidence for pluripotency gene up regulation during CLT and we therefore suggest that returning to a pluripotent state is not part of the CLT process, unlike the lens regeneration from newt PECs. We do note, however, that genes associated with chromatin assembly and disassembly were statistically overrepresented in the RAG list, suggesting that epigenetic changes may be taking place during CLT.

## Conclusions

We have shown a functional role for BMP signalling in the process of lens regeneration from the cornea (CLT) in *Xenopus laevis *tapoles, and identified a new role for *Nipsnap1*, a of BMP signalling, in the process of lens development. Furthermore, we present strong evidence for the involvement of Wnt signalling and Pitx transcription factors in CLT. Our microarray analysis has identified many genes that are involved in lens pathology, in particular the development of congenital cataract. Finally, we have shown that although there may be alterations to chromatin, there is no evidence for a return to pluripotency, or dedifferentiation, seen in 3 day corneas undergoing CLT.

## Methods

### Transgenic frogs

The *N1 *stable line of transgenic *Xenopus *has been previously described [17]. Briefly, the animals contain a transgene (*Hsp70:Noggin*; *γ-Crystallin:GFP) *comprised of two linked parts, the first containing *X. laevis *Noggin coding sequence under the control of the *Hsp70 *promoter, and the second the green fluorescent protein (GFP) coding sequence under the control of the lens specific promoter *γ-crystallin*. The line is derived from a single insertion founder made by sperm nuclear injection using the method of [62] Kroll and Amaya 1996 modified as in Beck et al (2003) [17]. All animal experiments were subject to New Zealand's animal welfare standards for vertebrates and were reviewed by the University of Otago Animal Ethics Committee (AEC). The AEC approved all experiments under protocols AEC78/06 and AEC78/09.

### Lentectomy

Stage 50-51 tadpoles were anaesthetised in MS222 (1/4000 w/v) in 0.1 × MMR, then placed on their left sides on damp paper towels for surgery. The outer cornea was first snipped with Vannas iridectomy scissors from the posterior side and cut dorsally and ventrally before lifting up as a flap. The inner cornea was ruptured and the lens gently removed using forceps, and the flap of cornea and epidermis was replaced gently over the eye. Animals were allowed to recover in 0.1 × MMR overnight before returning to a marine biotech aquarium and fed as normal. For sham-operated animals, the flap of outer cornea/epidermis was raised as for lentectomy but then replaced without further intervention.

### Histology

Tadpoles were fixed overnight in cold ethanol/glycine fixative (70% ethanol, 15 mM glycine pH 2.0) at -20°C, dehydrated in methanol and embedded in paraffin wax. 5 μm sections were cut using a Leica microtome and stained with haematoxylin and eosin. At least five animals were sectioned for each timepoint and condition reported.

### Microarray analysis

St. 50-51 tadpoles were either subjected to lentectomy or sham operated as described above. After three days, corneas (containing some epidermis) from lentectomised eyes (R) or sham operated eyes (S) were dissected from tadpoles under anaesthesia in MS222 using Vannas iridectomy scissors and fine forceps and transferred to small pieces of dry Whatman 3 M filter paper, cut with a hole punch, in groups of 8-10. The paper discs were immediately transferred to RNA later in a 1.5 ml centrifuge tube and stored on ice until RNA isolation. Groups of 8-10 dissected lenses (L) were placed directly in RNA*later *(Qiagen). Three biological replicate samples were prepared in each case and RNA was isolated using an RNaqueous micro kit (Ambion) with brief manual homogenisation in buffer before removing the paper discs manually. An amplification step (*in vitro *transcription) was performed using 50 ng of starting material and the samples were labelled with Biotin using a Nugen Ovation kit according to the manufacturers instructions. Three biological replicate pools for each treatment (L, R and S) were hybridised to *Xenopus laevis *GeneChips (Affymetrix, version 1) and washed using protocol WS2v4_450 before scanning on a 7G Plus GeneChip Scanner 3000 (Affymetrix). Data was normalised for the nine samples using an RMA algorithm with the software GenePattern. Heatmaps were prepared in Microsoft Excel using a custom macro to colour cells according to their values.

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (GEO) [63] and are accessible through GEO Series accession number GSE28014.

### Annotation and gene naming

Annotation was done manually by searching NCBI UniGene with the accession number of the source sequence used to design the Affymetrix probesets. Gene nomenclature follows that used by UniGene: where this differs from common usage, it has been highlighted in the text where practical. Genes that could not be annotated confidently are marked as *transcribed*. Genes with high similarity to a known gene are marked (similar) or (sim).

### Gene ontology analysis

*Xenopus *TC (Tentative Consensus) numbers and Gene Ontology (GO) assignments for biological function were obtained for the Affymetrix *Xenopus laevis *GeneChip using Resourcerer v13.0 [64], December 2006 release. Lists of TC numbers were generated for both CRY and RAG lists and duplicate TC numbers (arising when the GeneChip contained multiple probe sets for one gene) removed using the online BAR duplicate remover tool [65]. Genemerge v1.2 [66] was used to determine GO groups that were statistically over-represented in either list compared to the genes represented on the array.

### Q-rtPCR

Primers for quantitative real time PCR were designed, where possible, to different exons, to avoid amplification of genomic DNA. The NCBI program Spidey [67] was used to predict intron-exon boundaries by comparing *X. laevis *cDNA sequence to *X. tropicalis *genomic and transcript sequence from the Joint Genome Institute [68]. Primer sequences, annealing temperatures and product sizes can be found in additional file 3.

### Cloning and ISH

Primer pairs for amplification of cDNA can be found in additional file 3.

Crystallins were amplified from reverse transcribed st 50 lens RNA and all other cDNAs from reverse transcribed RNA isolated from mixed embryo stages (13, 19, 33 and 37), using Mango TAQ (Bioline). PCR products were cloned directly into T-tailed PCRII*script *vector using a TOPO kit (Invitrogen) and transformed into chemically competent TOP10 E.coli (Invitrogen). Insertions were verified by DNA sequencing, performed by Otago University's Gene Analysis Service. Digoxygenin labelled ribonucleotide probes were made by linearising plasmids with *XhoI *and transcribing using SP6 polymerase labelled with digoxigenin-UTP labelling mix (Roche). DNase I (Invitrogen) was used to remove templates following transcription and the probes were precipitated with 2.5 M LiCl. Whole-mount in situ hybridisation of albino embryos and tadpoles was performed as described previously [69]. Proteinase K treatment was 10 μg/ml for 10 minutes for embryos.

## Authors' contributions

RCD performed microarray hybridisation, analysis and validation. CWB designed the study, performed embryo experiments and in situ hybridisation, and drafted the manuscript. Both authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Excel spreadsheet of CRY list**. Click here for file

Additional file 2 **Excel spreadsheet of RAG list**. Click here for file

Additional file 3 **Excel spreadsheet of primers used**. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

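Gene expression was measured in stage 50 *Xenopus laevis* lenses (L1, L2 and L3), in corneas 3 days after lens removal (R1, R2 and R3) and in corneas 3 days after a sham operation (S1, S3 and S4), with 1 Affymetrix GeneChip per pool. The labels give 5 lenses or 7 to 8 corneas per pool and the paper's methods give 8 to 10. The authors amplified the RNA with the NuGEN Ovation system and computed probeset intensities with RMA in GenePattern, and the deposited intensity values are linear RMA values for 15611 probesets. Background, normalisation and summary options and software versions are not given in the sources used here. Array medians ran from 2.99 to 3.29, while upper quartiles were 8.99 to 9.86 in L and 17.5 to 20.4 in R and S. The deposited values equal those of the paper's additional files to a relative difference of 4.97e-06.

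A total of 135 control probesets were left out and no filter on low values was used, which left 15476. The annotation gave 1 gene symbol for 9296, several for 195 and none for 5985, and 2 symbols were updated through the gene ID. Distinct genes with a symbol numbered 6482. Log2 values were compared in limma 3.58.1 under R 4.3.3 in 1 fit of the 3 groups (lmFit and eBayes, 6 residual degrees of freedom), two-sided, with Benjamini-Hochberg adjustment over all probesets and a threshold of 0.05. Tables and figures were prepared with python 3.11.15, and statmod 1.5.0 served the array weights. The number of arrays limits the precision. In simulated data limma called 88 of 100 probesets raised or lowered 4-fold, and 32 of 100 raised or lowered 2-fold.

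The paper's 2 pattern matches were applied again to linear values. CRY took the correlation of S1, S3, S4 and the R mean with a low, low, low, high pattern and then that of the 9 arrays with the average of the 11 crystallin probesets. RAG took the correlation of L1, L2, L3, S1, S3, S4 and the R mean with a pattern high in R alone. As in the additional files, p came from 8 degrees of freedom, where 4, 9 and 7 values are correlated. The crystallin average was compared by an exact permutation test, for which 0.1 is the smallest p. The 23 gene lists covered lens crystallins, lens fibre and membrane proteins, lens development transcription factors, Wnt pathway components, canonical Wnt target genes, Pitx genes, BMP pathway components, BMP target genes, the FGF pathway, pluripotency genes, chromatin genes, cell proliferation, metalloproteinases, stress and immediate early genes, ribosomal proteins, and markers of epithelium, stroma, leukocytes, skeletal muscle, retina, pigment cells, red blood cells and neurons. Each was tested with camera (preset correlation 0.01, and an estimated correlation beside it) on 1 probeset per gene, with the highest mean, and with Fisher's exact test in the 2 matches, adjusted over the lists. Symbols were matched without case and without a final .L, .S, -a or -b.

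The samples, groups, tests, gene lists, alternatives and the rule for named genes were set before the data were examined, apart from the values in the paper's supplementary lists and figures, which had been seen. By that rule the genes named in the text come from those the paper names where a probeset could be found, the probesets with 1 symbol that changed most in each direction with no overlap of values, the first 10 of each match and the members of each list with the smallest p. The alternatives were other offsets before log2 (1 and 8), 3 further normalisations, a filter on low values, 2-group fits, trended and robust eBayes, array weights, a replicate block, leaving out each array, and, for the matches, log2 values, other degrees of freedom, single R arrays, a threshold of 0.01, adjusted p values and every probeset of a gene. Added after the data were seen were keeping the control probesets and leaving out R2 and S4 together. The real-time PCR, in situ hybridisation, transgenic and histology experiments have no values in the deposited table and were not analysed here. Some genes that the paper names are not reported here. The gene ontology test was not repeated because its term files and software are not among the sources used here.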

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

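The tests of the photoreceptor signal were chosen only after that result was seen. Each result here drew attention as a difference between CLT and sham operated corneas outside the gene groups that the paper analyses, though the paper reports on mybph and fut6, which are among the muscle genes and the lower probesets.

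The retina and photoreceptor list was higher as a set in CLT than in sham operated corneas (camera, adjusted p = 0.000433, but adjusted p = 0.321 with an estimated correlation). Of 20 measured genes 1 was higher, over all probesets and adjusted over the list alone. This was rom1, with a log2 difference of 6.54 that has no exact size, since its S mean of 0.574 lay below the 5th percentile of the S arrays. With an offset of 8 it was 3.04 (adjusted p = 0.201), and it did not pass without L1, L2, R1, S1, S3 or S4 (adjusted p of 0.0613, 0.0569, 0.0559, 0.101, 0.0712 and 0.125). Prph2, another disc gene, read 7.25, 70.4 and 2.87 in R1, R2 and R3, gnat1, the rod transducin gene, 3.08, 31.6 and 1.62, and sag, the arrestin gene, 1.57, 31.7 and 0.692, against S means of 1.22, 1.27 and 0.676. No value for rhodopsin was available among the genes with a symbol, and only 1 listed gene had a mean above 16 in sham operated cornea.

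Of the 20 genes, 13 were low in S with a mean above 4 in L or R. Of these 100% had their highest R value in R2, while 12 of 13 had their highest L value in L2. A high value in 1 array can meet this filter, as R2 did for guca1a, rlbp1 and crx, whose L means were 1.73, 3.61 and 3.53. The share in R2 is therefore not independent of the filter. Over all 20 genes, without it, the list mean relative to S was 1.10, 2.96 and 0.47 in R1, R2 and R3. A candidate source is retinal cells in the R and L pools, which would bring these genes together and most into single pools, as was seen. Photoreceptor genes turned on in the cornea by lens removal stay open, since 53.8% (7 of 13) had an R3 value above every S value, and in R the accounts cannot be told apart by these arrays. The sham operation left the lens in place, so both accounts follow the operation.

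Skeletal muscle markers were higher as a set (camera, adjusted p = 0.00161, but adjusted p = 0.200 with an estimated correlation). Of 37 measured, mybph and tnnt3 were higher, and 4 when adjusted over the list alone. The paper's real-time PCR gave mybph as lower in CLT corneas. Tnnt3, a troponin gene of fast muscle, stood at 4.50 ± 0.445 in R and 2.31 ± 0.116 in S (SD, n = 3; log2 difference 0.96, adjusted p = 0.0202 from limma). The list mean relative to S was 0.51, 0.31 and 0.50 in R1, R2 and R3 and 0.38, 0.49 and 0.46 in the lens arrays. No explanation was tested.

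Neuron and nerve markers were higher as a set (camera, adjusted p = 0.000433, but adjusted p = 0.200 with an estimated correlation). None of 22 passed over all probesets in limma, and 5 were higher when adjusted over the list alone. The tubulin gene tubb2b stood at 142 ± 52.2 in R and 62.1 ± 2.73 in S (log2 difference 1.13, adjusted p = 0.0723), tubb3, a neuronal tubulin gene, at 44.0 ± 21.8 and 9.52 ± 5.43 (2.31, adjusted p = 0.0899) and the adhesion molecule gene ncam1 at 7.71 ± 2.15 and 2.87 ± 1.10 (1.46, adjusted p = 0.0801). The list mean relative to S was 0.38, 0.75 and 0.54 in R1, R2 and R3 and 0.64, 0.61 and 0.33 in the lens arrays. As in the photoreceptor list, R2 was the highest R array. No explanation was tested.

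Stress and immediate early genes were lower as a set (camera, adjusted p = 0.0182, but adjusted p = 0.200 with an estimated correlation). Of 22 measured, 4 were lower, with 6 lower and 1 higher when adjusted over the list alone. Dusp1, a phosphatase gene that ends MAP kinase signals, stood at 58.8 ± 11.9 in R and 299 ± 37.4 in S (log2 difference -2.36, adjusted p = 0.00951, and 0.0512 without S4). A klf2 probeset, from a transcription factor gene of quiescent endothelium, had a log2 difference of -3.20 (adjusted p = 0.0136, and without S1 or S4 0.0525 and 0.0704, and 0.0838 with only the 2 groups fitted).

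The paper's matches select probesets that are higher in R, and 99 probesets were lower in R than in S. Their number was 181 without R2, 47 without S1, 57 without S3 and 38 without S4. Among them sqor, a gene of sulfide oxidation, had a log2 difference of -2.56 (adjusted p = 0.000414) and emp1, an epithelial membrane protein gene, one of -2.38, which has no exact size since its R mean of 0.758 lay below the 5th percentile of the arrays. It did not pass without S4 (adjusted p = 0.0542), with an offset of 8 (0.139) or with only the 2 groups fitted (0.0912).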

How the results depend on the processing

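No gene or list that passed changed direction under any alternative run, while differences that did not pass changed sign in 33 values of genes, such as taf1b and wnt3 without R3, and in 13 list medians. Over 505 values of 23 gene lists, 448 kept their side of the threshold, 46 no longer passed and 11 newly passed. Over 3253 values of 165 genes, 3104 kept it, 109 no longer passed and 40 newly passed. The average of the 11 crystallins stayed higher in R throughout, from 0.68 (offset of 8) to 2.60 (without R2), and 2.58 with a replicate block, with an exact p of 0.1 wherever 3 arrays faced 3.

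The count of 174 probesets between R and S was 334 with an offset of 8, 80 with only the 2 groups fitted (fewer arrays estimate the spread), 638 with array weights, 13 with a replicate block and 49 without R2 and S4, and it was 146 to 228 under the other offsets, normalisations, filter and eBayes settings. More probesets were lower than higher in R (43.1% higher), and this turned with array weights (372 higher and 266 lower) and without R1 (123 and 106), R3 (111 and 87) or S3 (68 and 57). The array weights gave S4 10.5 and R3 0.33. The count of 8271 between L and S was 5328 with the filter (fewer probesets tested), and no alternative moved the 7555 between L and R by more than 1.5 times. The share higher in the lens, 42.8% of the L and S calls and 38.1% of the L and R calls, was 53.6% and 53.5% with quantile normalisation, which changes the side, and 27.0% and 25.1% with the filter. Quantile normalisation moved the median log2 difference of L and S from 0.02 to 0.14. Between R and S 10 lists passed, 6 with only the 2 groups fitted and 0 with an estimated correlation. Of the probesets of genes the paper names, 11 passed, 5 with only the 2 groups fitted, 27 with array weights, 3 with a replicate block and 7 without R2 and S4.

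The CRY match of 1614 was 534 with the filter, 351 with degrees of freedom of the number of values minus 2, 275 with R arrays singly, 867 at a p under 0.01 and 1 with adjusted p values. The RAG match of 1540 was 841, 925, 873 and 81 under the filter, those degrees of freedom, that threshold and adjusted p values, and 781 on log2 values. The other degrees of freedom and thresholds pass fewer by their construction, and elsewhere the cause was not tested. The Wnt odds ratio of 1.49 had an exact p under 0.05, before adjustment over the lists, with R arrays singly (2.25, p = 0.0165), at a p under 0.01 (2.18, p = 0.0432, but adjusted p = 0.410) and with every probeset of a gene (1.82, p = 0.0376), and in no other setting run.

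Leaving out 1 array gave 60 (without S4) to 297 (without R2) for R and S, 6970 to 8879 for L and S, 6747 to 7515 for L and R, 6 to 13 lists, 5 to 17 named probesets, 1.43 to 2.60 for the crystallin average, 1538 to 2123 for CRY, 1249 to 2374 for RAG and 1.08 to 1.55 for the Wnt odds ratio. Without S1, 79 probesets passed between R and S.

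The lenses of L came from the tadpoles later used for R, but no source says that L and R pools of 1 number share animals, and the numbers did not pair the pools over all probesets. The correlation of deviations from the group mean was 0.06 for R1 and S1, -0.10 for R3 and S3, and 0.13 at most, for L2 and R2. In the photoreceptor list the order by number was alike in both groups, with a mean relative to S of 1.76, 2.22 and 0.70 in L1, L2 and L3 and 1.10, 2.96 and 0.47 in R1, R2 and R3. The block also sets S4 apart alone. Many genes named here, such as wnt3 and foxe3, lie near the lowest intensities of the array, where offsets of 1 and 8 shrink differences and a change in level cannot be read closely. All alternatives set at the start were run.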

Differences from the paper's values

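No value differed from the paper's by the rule used here, which needs a factor above 1.5 and a gap beyond the replicate spread. The paper's count of 1642 for the CRY list was reached exactly when the control probesets were kept, a setting chosen after seeing the values that drops none of the paper's matches. Without the controls the count was 1614. The paper's RAG count is 1516, and the rule gave 1540 without and 1544 with the controls, with 1512 of the paper's own probesets shared. FoxE3 had an R to S ratio of 1.35, where the paper gives 1.6.

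The paper states that all identified β and γ-crystallins were higher in CLT corneas. All 13 β and γ differences in its figures were positive here, but only the crygbl.4 probesets passed in limma. Without R2, 7 further probesets of the paper's crystallins passed, among them Cryba2 (adjusted p = 0.0120). This is not separate evidence, since R2 was the lowest R array for 10 of the 11 averaged crystallin probesets.

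The paper ranks Wnt signalling as the most over-represented group of the RAG list. With the lists used here and the paper's limit for that test, a p under 0.01 in the match, chromatin genes had the higher odds ratio (4.65, adjusted p = 0.0124), and the Wnt odds ratio was 2.18 (p = 0.0432 by Fisher's exact test, adjusted p = 0.410). Over the whole match they were 3.78 (adjusted p = 0.0143) and 1.49 (p = 0.247 by Fisher's exact test). Settings of those fixed before the data were examined that gave the Wnt test a p under 0.05, before adjustment over the lists, were R arrays singly (2.25), a p under 0.01 (2.18) and every probeset of a gene (1.82). The lists are not the ontology terms of the paper, and the chromatin list holds genes that the paper named from its RAG analysis.

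The paper reports that no pluripotency gene besides Sox2 was captured. Gdf3 is also on its own CRY list, and it was in the match here (L against S log2 difference 1.89). The paper lists Smarcc2 among the chromatin genes of its RAG analysis. Neither Smarcc2 probeset was in the match (log2 differences -0.11 and -0.18). The paper counts fewer Tcf4 probesets on its RAG list than the 4 of that symbol that are on its full list and in the match here.

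The paper describes higher expression of Nipsnap1, Pitx genes and Taf1b in CLT corneas, for Nipsnap1 and Taf1b by real-time PCR as well. Their R means were higher here too, but in limma the adjusted p was 0.0907, 0.0697 (Pitx1) and 0.624, and Nipsnap1 and Pitx1 passed when R3 or S3 was left out (0.00462 and 0.0213). The higher R mean of Taf1b came from R3, without which its log2 difference was -0.35. Pitx1 also passed with trended and robust eBayes (0.0498), and with array weights both it and Nipsnap1 did (0.0209 and 0.00518).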

Other observations

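The tests of S4 and of the crystallin signal were chosen only after those results were seen, and the splits of the samples were set out beforehand.

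Epithelial genes of the cornea were lower as a set in CLT than in sham operated corneas (camera, adjusted p = 0.0049, but adjusted p = 0.200 with an estimated correlation), with a median log2 difference of -0.34 over 21 genes and none past the threshold in limma, over all probesets or adjusted over the list alone. Desmoplakin (dsp), a desmosome gene, stood at 42.3 ± 10.3 in R and 67.0 ± 12.7 in S (SD, n = 3; log2 difference -0.67, adjusted p = 0.245), envoplakin (evpl) at 38.5 ± 4.76 and 61.6 ± 10.9, and grhl1, a transcription factor gene of the skin barrier, at 67.2 ± 4.77 and 90.9 ± 11.1. Of 14 stroma genes, none passed over all probesets and 1 was lower when adjusted over the list alone, the proteoglycan gene ogn (-0.72, adjusted p = 0.0801; camera, adjusted p = 0.802). The stroma list had a median of 0.08 (-0.09 without S1) and a mean of 0.03 while camera placed it lower.

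Cell cycle genes were not higher in CLT corneas. Of 45, none passed in limma, over all probesets or adjusted over the list alone, and the kinase gene aurkb (-1.02, adjusted p = 0.115) and the replication licensing inhibitor gene gmnn (-0.88, adjusted p = 0.127) had the smallest p (camera, lower in R, adjusted p = 0.0949, and 0.0315 without R3). Ribosomal protein genes had a median log2 difference of -0.01 over 69 genes, a list that by its naming rule also holds S6 kinases (camera, adjusted p = 0.385). Pigment cell markers (6 genes, camera, adjusted p = 0.866) and red blood cell markers (15 genes, adjusted p = 0.355) did not pass, and none of their genes did. Among the latter the haemoglobin gene hbg2 stood at 37.3 ± 12.3 in R and 136 ± 75.6 in S (log2 difference -1.75, adjusted p = 0.290).

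The sham array S4 lay between S1 and S3. Among probesets with a mean of 32 or more, its squared distance from their midpoint relative to their spread gave a variance ratio of 0.121, where errors independent across probesets give 0.25 or more and the lowest of the other trios gave 0.391. This does not decide against 3 separate sham pools, since probesets that follow 1 tissue are not independent and the stroma list mean relative to S was -0.37 in S1, 0.36 in S3 and 0.01 in S4. S4 is not an average of the S1 and S3 values either, since only 26.7% (12 of 45) of the bacterial control probesets lay between. Where S1 and S3 were 2-fold or more apart, 100% (34 of 34) of probesets had S4 between them, which RNA of the S1 and S3 pools in S4 would give, and so would a separate pool halfway between them in its tissue, so these cannot be told apart. A small spread among the S arrays lowers p values, and without S4 the count between R and S was 60.

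The crystallin signal in R was weighed against lens tissue left in the pools. The crygbl.4 level in R would need a lens share of 3.18% by its first probeset and 1.09% by its second. Of the other lens-abundant probesets 92.9% (13 of 14) and 78.6% (11 of 14) stood more than 2-fold below the level these shares give. The median over all 14 was 12.9-fold and 4.64-fold, so 1 lens share did not give both crygbl.4 and most of these probesets. This cannot decide against lens tissue for crygbl.4, which was chosen after the values were seen. Its first probeset had the highest share of 14 crystallin probesets in each R array (4.16%, 2.32% and 3.04%). For the other crystallin probesets lens tissue stays open too, since 8 of 14 in R1 lay more than 2-fold from 1 common share, at values near the lowest of the array. On crystallin expression started by lens removal the permutation test could not decide, since 3 arrays against 3 cannot go below its exact p of 0.1. Beyond the arrays, the paper's real-time PCR found crystallins higher in CLT than in sham operated corneas. Its transgenic tadpoles also regained a γ-crystallin reporter signal after lens removal.

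With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The real split of R and S gave 174 probesets and the highest other gave 5, so 1 of the 10 reached the value. For L and S it was 1 of 10 (8271, highest other 0), and for L and R 1 of 10 (7555, highest other 0). Gene lists passing were 10 in the real split and 4 at most in the others (1 of 10). The CRY match gave 1614 and at most 1325 (1 of 10), and the RAG match 1540 and at most 1008 (1 of 10). The Wnt odds ratio of 1.49 was reached by 3 of the 10, with 1.62 as the highest other.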
